# Genome-Wide Transcription Factor Binding in Leaves from C_3_ and C_4_ Grasses

**DOI:** 10.1105/tpc.19.00078

**Published:** 2019-08-19

**Authors:** Steven J. Burgess, Ivan Reyna-Llorens, Sean R. Stevenson, Pallavi Singh, Katja Jaeger, Julian M. Hibberd

## Abstract

The majority of plants use C_3_ photosynthesis, but over 60 independent lineages of angiosperms have evolved the C_4_ pathway. In most C_4_ species, photosynthesis gene expression is compartmented between mesophyll and bundle-sheath cells. We performed DNaseI sequencing to identify genome-wide profiles of transcription factor binding in leaves of the C_4_ grasses *Zea mays*, *Sorghum bicolor*, and *Setaria italica* as well as C_3_ *Brachypodium distachyon*. In C_4_ species, while bundle-sheath strands and whole leaves shared similarity in the broad regions of DNA accessible to transcription factors, the short sequences bound varied. Transcription factor binding was prevalent in gene bodies as well as promoters, and many of these sites could represent duons that influence gene regulation in addition to amino acid sequence. Although globally there was little correlation between any individual DNaseI footprint and cell-specific gene expression, within individual species transcription factor binding to the same motifs in multiple genes provided evidence for shared mechanisms governing C_4_ photosynthesis gene expression. Furthermore, interspecific comparisons identified a small number of highly conserved transcription factor binding sites associated with leaves from species that diverged around 60 million years ago. These data therefore provide insight into the architecture associated with C_4_ photosynthesis gene expression in particular and characteristics of transcription factor binding in cereal crops in general.

## Abstract (precis)

Genome-wide patterns of transcription factor binding in vivo can be defined using DNaseI in leaves of C_3_ and C_4_ grasses.

## INTRODUCTION

Most photosynthetic organisms, including crops of global importance such as wheat (*Triticum aestivum*), rice (*Oryza sativa*), and potato (*Solanum tuberosum*), use the C_3_ photosynthesis pathway in which Ribulose Bisphosphate Carboxylase Oxygenase (Rubisco) catalyzes the primary fixation of CO_2_. However, carboxylation by Rubisco is competitively inhibited by oxygen binding the active site (Bowes et al., 1971). This oxygenation reaction generates toxic waste products that are recycled by an energy-demanding series of metabolic reactions known as photorespiration (Tolbert, 1971; Bauwe et al., 2010). The ratio of oxygenation to carboxylation increases with temperature (Jordan and Ogren, 1984; Sharwood et al., 2016), and so losses from photorespiration are particularly high in the tropics.

Multiple plant lineages have evolved mechanisms that suppress oxygenation by concentrating CO_2_ around Rubisco. One such strategy is known as C_4_ photosynthesis. Species that use the C_4_ pathway include maize (*Zea mays*), sorghum (*Sorghum bicolor*), and sugarcane (*Saccharum officinarum*), and they represent the most productive crops on the planet (Sage and Zhu, 2011). In C_4_ leaves, additional expenditure of ATP, alterations to leaf anatomy and cellular ultrastructure, and spatial separation of photosynthesis between compartments (Hatch, 1987) allow CO_2_ concentration to be increased around 10-fold compared with that in the atmosphere (Furbank, 2011). Despite the complexity of C_4_ photosynthesis, it is found in over 60 independent plant lineages (Sage et al., 2011). In most C_4_ plants, the initial Rubisco-independent fixation of CO_2_ and the subsequent Rubisco-dependent reactions take place in distinct cell types known as mesophyll and bundle-sheath cells. Although the spatial patterning of gene expression that generates these metabolic specializations is fundamental to C_4_ photosynthesis, very few examples of *cis*-elements or *trans*-factors that restrict gene expression to mesophyll or bundle-sheath cells of C_4_ plants have been identified (Gowik et al., 2004; Brown et al., 2011; Williams et al., 2016; Reyna-Llorens et al., 2018). Moreover, in grasses more generally, the DNA binding properties of relatively few transcription factors have been validated (Bolduc and Hake, 2009; Eveland et al., 2014; Pautler et al., 2015; Yu et al., 2015). In summary, in both C_3_ and C_4_ species, work has focused on analysis of mechanisms controlling the expression of individual genes, and so our understanding of the overall landscape associated with photosynthesis gene expression is poor.

In yeast and animal systems, the high sensitivity of open chromatin to DNaseI (Zentner and Henikoff, 2014) has allowed comprehensive, genome-wide characterization of transcription factor binding sites at single-nucleotide resolution (Hesselberth et al., 2009; Neph et al., 2012; Thurman et al., 2012). In plants, DNaseI sequencing (DNaseI-seq) and more recently assay for transposase-accessible chromatin have been employed in C_3_ species and provided insight into the patterns of transcription factor binding associated with development (Zhang et al., 2012a, 2012b, 2016; Pajoro et al., 2014), heat stress (Sullivan et al., 2014), and root cell differentiation (Maher et al., 2018). By carrying out DNaseI-seq on grass leaves that use either C_3_ or C_4_ photosynthesis, we aimed to provide insight into the transcription factor binding repertoire associated with each form of photosynthesis. Our data indicate that more transcription factor binding sites are found in gene bodies than promoters, and up to 25% of the footprints represent “duons,” sequences located in exons that have an influence on both gene regulation and the amino acid sequence of the protein they encode. It is also clear that specific cell types from leaf tissue make use of a markedly distinct *cis*-regulatory code and that, despite significant turnover in the cistrome of grasses, a small number of transcription factor motifs are conserved across 60 million years of evolution. Comparison of sites bound by transcription factors in both C_3_ and C_4_ leaves demonstrates that the repeated evolution of C_4_ photosynthesis is built on both the de novo gain of *cis*-elements and the exaptation of highly conserved regulatory elements found in the ancestral C_3_ system.

**Figure:**
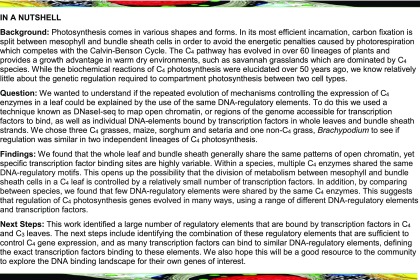

## RESULTS

### A *cis*-Regulatory Atlas for Grasses

To provide insight into the regulatory architecture associated with C_3_ and C_4_ photosynthesis in cereal crops, four grass were selected. *Brachypodium distachyon* uses the ancestral C_3_ pathway (Figure 1A). *S. bicolor*, *Z. mays*, and *Setaria italica* all use C_4_ photosynthesis; they were chosen because phylogenetic reconstructions indicate that *S. italica* represents an independent evolutionary origin of the C_4_ pathway (Figure 1A) and comparison of these species can provide insight into parallel and convergent evolution of C_4_ gene expression. 

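In DNaseI-seq, nuclei are digested lightly with DNaseI and the DNA that the enzyme releases is sequenced, so that accessible DNA is recovered as regions with many cuts. The whole-leaf data come from 2 samples of *B. distachyon*, 3 of *S. bicolor*, 3 of *S. italica*, and 2 of *Z. mays*. Leaves of the C_4_ species were harvested 18 d after germination, between 4 and 6 h into the light cycle. *B. distachyon* was harvested at 21 d and Zeitgeber time 20, and its nuclei were isolated by another procedure, from flash-frozen material. Species, growth conditions, and isolation of nuclei therefore differ together. The authors mapped the reads with bowtie2, kept those with a high mapping quality, called DNaseI-hypersensitive sites (DHSs) with MACS2 and the irreproducible discovery rate, and called digital genomic footprints (DGFs), the short protected stretches inside DHSs, with Wellington on the pooled reads of all replicates. The deposited files give 1 DHS list and 1 DGF list per tissue and species, with the replicates already combined. They carry no read counts, so depth per sample and the spread between replicates could not be taken from them and every value describes a combined list. Listed intervals were counted, measured, and intersected with an overlap of at least 1 bp, and 95% Wilson intervals of shares cover counting error over listed intervals only. The scores and fold enrichments of DHSs and DGFs are the authors' own and rank intervals only within a list.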

Nuclei from a minimum of duplicate samples of *S. italica* (C_4_), *S. bicolor* (C_4_), *Z. mays* (C_4_), and *B. distachyon* (C_3_) leaves were treated with DNaseI (Supplemental Figure 1) and subjected to deep sequencing. A total of 806,663,951 reads could be uniquely mapped to the respective genome sequences of these species (Supplemental Data Set 1). 

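The 4 whole-leaf lists held 159396 DHSs in all, from 150 to 15058 bp long and with a median of 1351 bp. *Z. mays* had the most, 43868, with a median length of 1784 bp, and *B. distachyon* the fewest, 36286, with a median of 1485 bp. *S. italica* had 40216 DHSs with a median of 995 bp, and *S. bicolor* had 39026 with a median of 1288 bp. Together the DHSs covered 96.4 Mb in *Z. mays*, 69.9 Mb in *B. distachyon*, 64.2 Mb in *S. bicolor*, and 48.2 Mb in *S. italica*. In *B. distachyon* (assembly v2.0) the DHS with the highest authors' score lay on chromosome 1 from 35905760 to 35906989 and held 6 DGFs, followed by 1 on chromosome 2 from 11495948 to 11497576 with 11 DGFs and 1 on chromosome 4 from 28261434 to 28263180 with 0 DGFs. The longest DHS of all 4 lists was also in *B. distachyon*, on chromosome 1 from 70622698 to 70637755, and held 31 DGFs. In *S. italica* (assembly v2) the top 3 DHSs lay on chromosome 7 from 34440383 to 34441528, on chromosome 3 from 10386624 to 10389786, and on chromosome 7 from 32959501 to 32960851, with 2, 4, and 2 DGFs. In *S. bicolor* (v2.0) 2 of the top 3 DHSs lay on unplaced sequences, and the other lay on chromosome 3 from 18261772 to 18263089 with 3 DGFs. In *Z. mays* (AGPv3) the 2 highest scores belonged to the plastid sequence, from 10539 to 11756 and from 13506 to 14878, and the next to chromosome 1 from 24792575 to 24793166 with 2 DGFs. The longest DHS outside *B. distachyon* was 14878 bp long on *S. bicolor* chromosome 3 from 48309462 to 48324339, and the longest in *Z. mays* was 12837 bp long on chromosome 2 from 27055956 to 27068792. No annotation of these assemblies was used here, so the DHSs are given by position and not by gene.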

From all four genomes, 159,396 DNaseI-hypersensitive sites (DHSs) of between 150 and 15,060 bp representing broad regulatory regions accessible to transcription factor binding were identified (Figure 1B). Between 20,817 and 27,746 genes were annotated as containing at least one DHS (Supplemental Data Set 2). For subsequent analysis, only DHSs that were consistent between replicates as determined by the irreproducible discovery rate framework (Li and Dewey, 2011) were used.

**Figure 1.**
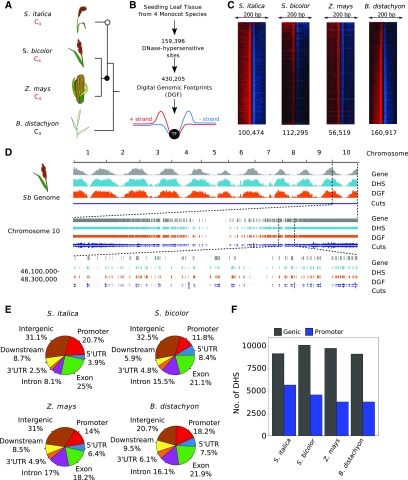
Transcription Factor Binding Atlas for Whole-Leaf Samples of Four Grasses. **(A)** Schematic of the phylogenetic relationship between the species analyzed. The two independent origins of C_4_ photosynthesis are highlighted with black and white circles (figure not drawn to scale). **(B)** Summary of sampling and the total number of DHSs and DGFs identified across all four species. **(C)** TreeView diagrams illustrating cut density around individual DGFs. Each row represents an individual DGF; cuts are colored according to whether they align to the positive (red) or negative (blue) strand and indicate increased cutting in a 50-bp window on either side of the DGF. The total number of DGFs per sample is shown at the bottom. **(D)** Representation of DNaseI-seq data from *S. bicolor*, depicting gene (gray), DHS (light blue), DGF (orange), and DNaseI (dark blue) cut density at three scales: genome-wide, with chromosome number and position indicated (top); chromosomal (second level); and kilobase genomic region (third level). Between the levels, the expanded area is denoted by dashed lines. **(E)** Pie charts representing the distribution of DHSs among genomic features. Promoters are defined as sequence up to 2000 bp upstream of the transcriptional start site, downstream represents regions 1000 bp downstream of the transcription termination site, while intergenic represents >1000 bp downstream of the transcription termination site until the next promoter region. UTR, untranslated region. **(F)** Bar chart representing the number of DHSs in genic and promoter regions.

DNaseI footprinting is a well-established technique for detecting DNA-protein interactions at base-pair resolution and as such has been used to generate digital genomic footprints (DGFs) to predict transcription factor binding sites. DGFs are obtained by pooling all replicates to maximize the number of reads that map within each DHS and then modeling the differential accumulation of reads mapping to positive or negative strands around transcription factor binding sites within the DHSs (Piper et al., 2013). However, the DNaseI enzyme possesses some sequence bias that can affect the prediction of transcription factor binding sites (He et al., 2014; Yardımcı et al., 2014). After performing DNaseI-seq on “naked DNA” that is devoid of nucleosomes from each species, we identified hundreds of DGFs that likely represent false positives (Supplemental Figure 2A). For all species, analysis of the DGFs derived from naked DNA showed that treatment with DNaseI led to similar sequences being preferentially digested (Supplemental Figure 2B). However, because false-positive DGFs predicted from this approach will be influenced by the number of reads that map to each genome, and in the case of maize fewer reads mapped in total, the number of false-positive DGFs varied between species (Supplemental Figure 2A). To overcome this issue, we implemented a more conservative pipeline that, rather than defining false positives at specific locations within the genome, calculates DNaseI cutting bias for all hexamers across each genome. By employing a mixture model framework, these data are then used to generate a background signal to estimate footprint likelihood scores for each putative DGF (Supplemental Figure 2B; Yardımcı et al., 2014). This approach removed between 15 and 30% of DGFs from each sample (Supplemental Figure 2C) and left a total of 430,205 DGFs corresponding to individual transcription factor binding sites between 11 and 25 bp being identified (Figures 1B and 1C; Supplemental Data Set 3). 

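The deposited whole-leaf lists held 533409 DGFs, each 11 to 25 bp long, with a median of 23 bp. *B. distachyon*, the C_3_ species, had 191046 DGFs, *S. bicolor* 142108, *S. italica* 120468, and *Z. mays* 79787. Per kilobase of DHS this came to 2.73 DGFs in *B. distachyon*, 2.50 in *S. italica*, 2.21 in *S. bicolor*, and 0.828 in *Z. mays*. The DGFs of *Z. mays* were also the longest, with a median of 25 bp and 64.5% at the longest length, compared with a median of 21 bp and 35.1% at the longest length in *B. distachyon*. Of the DGFs of *B. distachyon*, *S. bicolor*, and *S. italica*, 100% lay in a DHS of the same list, and in *Z. mays* 97.9% did. The paper's reported total is 430205, after removal of DGFs with a low footprint likelihood given the cutting bias on naked DNA. The deposited lists give no likelihood ratio, so that filter was not repeated here.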

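Of the 159396 whole-leaf DHSs, 134094 overlapped at least 1 DGF, which is 84.1% (95% Wilson interval 83.9% to 84.3%). The share was 97.2% in *B. distachyon* (97.0% to 97.4%), 94.8% in *S. bicolor* (37007 of 39026), and 92.9% in *S. italica* (92.7% to 93.2%). In *Z. mays* it was 55.7% (55.3% to 56.2%), with 19424 DHSs that held no DGF. The ranges over numbered chromosomes did not overlap between *Z. mays*, at 52.9% to 58.6%, and *S. italica*, at 90.2% to 94.3%. DHSs with a DGF were longer than those without in all 4 species, with medians of 1524 and 472 bp in *B. distachyon*, 1348 and 525 bp in *S. bicolor*, 1048 and 491 bp in *S. italica*, and 2253 and 1315 bp in *Z. mays*. A longer region offers more room for a DGF, so length and occupancy are not independent. The median DHS held 4 DGFs in *B. distachyon*, 3 in *S. bicolor*, 2 in *S. italica*, and 1 in *Z. mays*.

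**Figure D1:**
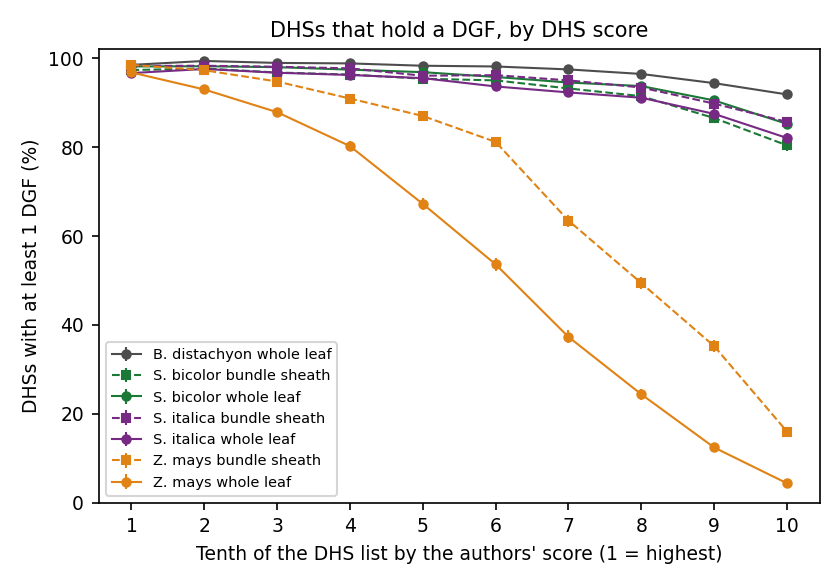
Share of DHSs that overlap at least 1 DGF (percent, y axis) against the rank of the DHS by the authors' score, in classes of 10% of each list from the highest score (x axis), for the 7 lists of whole leaves (circles, solid lines) and bundle sheath (squares, dashed lines). Error bars are 95% Wilson intervals, smaller than most symbols. Both lines of *Z. mays* fall steeply toward the lowest class, while that of *B. distachyon* runs from 98.5% to 91.8%.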

At least one transcription factor footprint was identified in >75% of the broader regions defined by DHSs (Supplemental Data Set 2).

We attempted to saturate the number of predicted DGFs by sequencing each species at high depth (Supplemental Data Set 1). In silico subsampling of these data indicated that for *S. bicolor*, *S. italica*, and *B. distachyon*, the total number of DGFs was close to saturation, but for maize, despite obtaining 251,955,063 reads from whole leaves, this was not the case (Supplemental Figure 3). Consequently, fewer DGFs were predicted in maize compared with the other species (Figure 1C). 

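The whole-leaf list of *Z. mays* held 1.82 DGFs per DHS, compared with 5.27 in *B. distachyon*, 3.64 in *S. bicolor*, and 3.00 in *S. italica*. Among the DHSs with the highest authors' scores the species were close, since in the top 10% of each list 96.8% of *Z. mays* DHSs (95% Wilson interval 96.2% to 97.3%) and 96.6% of *S. italica* DHSs (96.0% to 97.2%) held a DGF. In the lowest 10% the shares were 4.40% in *Z. mays* (3.83% to 5.05%) and 82.0% in *S. italica* (80.8% to 83.2%). The maximum in a single DHS was 26 DGFs in *Z. mays*, 29 in *S. italica*, 34 in *S. bicolor*, and 49 in *B. distachyon*. The names of the *Z. mays* whole-leaf DGFs are numbered from 32407, whereas in each of the other lists the first number is 1 more than the number of DHSs deposited. From in silico subsampling, the paper concludes that maize had not reached saturation and that fewer DGFs were therefore predicted in it, a step that needs the reads and was not repeated here.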

Since maize has a similar gene number to the other species analyzed, it is possible that the reduced ability to map reads to unique loci was associated with the high amount of repetitive DNA in the maize genome. Another contributing factor to the poor mapping rate in maize may be the low complexity found in one of the libraries, as reflected by the PCR bottleneck coefficient (Supplemental Data Set 1). According to the Encyclopedia of DNA Elements (ENCODE), the large number of reads from low-complexity libraries decreases the chances of identifying the majority of transcription factor binding sites. However, despite these differences in coverage and in certain quality metrics, for all four species, DHSs and DGFs were primarily located in gene-rich regions and depleted around centromeres (Figure 1D). 

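DHSs and DGFs were denser in the outer 40% than in the middle 20% of most chromosomes in the 4 whole-leaf lists, and the contrast was steepest in *S. bicolor*. Its outer 40% of chromosome length held 92.0 DHSs and 339 DGFs per Mb, compared with 12.0 DHSs and 38.6 DGFs per Mb in the middle 20%, and both densities were lower in the middle in 10 of 10 chromosomes. *S. bicolor* chromosome 10 showed the widest ratio, with 373 DGFs per Mb in the outer parts and 12.1 in the middle. In *S. italica* the outer parts held 381 DGFs per Mb and the middle 168, with a lower middle in 8 of 9 chromosomes and the exception of chromosome 7, at 266 and 320. In *Z. mays* the values were 50.6 and 23.7 DGFs per Mb, lower in the middle in 10 of 10 chromosomes. *B. distachyon* showed the mildest contrast, with 736 DGFs per Mb in the outer parts and 583 in the middle, lower in the middle in 4 of 5 chromosomes, and its chromosome 5 went the other way at 658 and 755. DHS and DGF counts rose and fell together over 1-Mb bins, which are not independent replicates, with Pearson's r of 0.92 in *B. distachyon*, 0.98 in *S. bicolor*, 0.97 in *S. italica*, and 0.79 in *Z. mays*. Spearman's rho was 0.76, 0.97, 0.95, and 0.81 in the same order. In a one-sided permutation test with 1000 rotations of the bins along each chromosome, p and its Benjamini-Hochberg value over 14 tests were 0.001 for each coefficient, the smallest that 1000 rotations can give. DGFs were called inside DHSs, so part of this relation follows from the method. Centromere positions and gene models of these assemblies were not used here, and the middle of a chromosome stands in for neither.

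**Figure D2:**
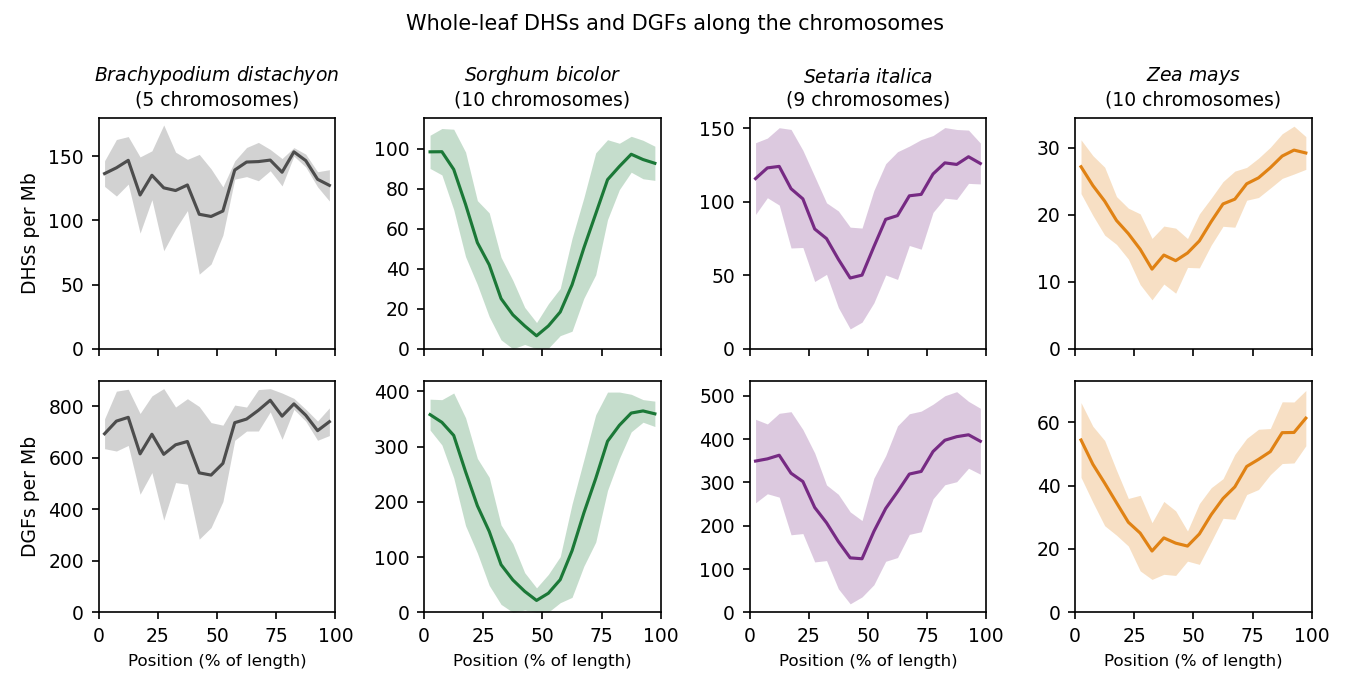
Number of DHSs (upper row) and DGFs (lower row) per Mb (y axes) against position in percent of chromosome length (x axes) for whole leaves of the 4 species. Lines are means over the numbered chromosomes in 20 parts of equal length and shading is 1 SD over chromosomes, not over replicates, drawn from 0 upward. *S. bicolor* dips deepest in the middle, where 38.6 DGFs per Mb lie in the middle 20% of chromosome length.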

Individual transcription factor binding sequences were resolved in all chromosomes from each species (Figure 1D). 

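DGFs were listed on each of the 5 numbered chromosomes of *B. distachyon*, the 10 of *S. bicolor*, the 9 of *S. italica*, and the 10 of *Z. mays*. These chromosomes carried all but 31 of the DGFs of *B. distachyon*, and 98.1% in *S. bicolor*, 99.5% in *S. italica*, and 99.5% in *Z. mays*. The 1-Mb bin with the most DGFs in *B. distachyon* lay on chromosome 3 from 42000001 to 43000000, with 966 DGFs in 166 DHSs. It was followed by chromosome 4 from 37000001 to 38000000 with 937 DGFs and chromosome 3 from 40000001 to 41000000 with 921. In *S. bicolor* the 3 fullest bins lay on chromosome 2 from 76000001 to 77000000 with 489 DGFs, on chromosome 2 from 61000001 to 62000000 with 466, and on chromosome 1 from 18000001 to 19000000 with 457. In *S. italica*, neighboring bins on chromosome 9 from 50000001 to 51000000 and from 49000001 to 50000000 held 528 and 527 DGFs, and chromosome 5 from 41000001 to 42000000 held 522. The fullest bins of *Z. mays* were sparser, with 112 DGFs on chromosome 1 from 12000001 to 13000000, 107 on chromosome 5 from 14000001 to 15000000, and 103 on chromosome 1 from 4000001 to 5000000. Of the 1-Mb bins, 33 of 664 in *S. bicolor* and 15 of 2063 in *Z. mays* held no DGF, while none of 274 in *B. distachyon* or of 406 in *S. italica* was empty.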

On a genome-wide basis, the distribution of DHSs was similar between species, with the highest proportion of such sites located in promoter, coding sequence, and intergenic regions (Figure 1E). Notably, in all four grasses, genic sequences contained more DHSs than promoters (Figure 1F).

To further test whether DGFs identified in our analysis derive from protein-DNA interactions, they were compared with previously identified motifs from maize. Maize is the most appropriate choice for this analysis, as there are more data on transcription factor binding sites than in *S. bicolor* and *S. italica*. Moreover, previous work goes some way to supporting the smaller number of DGFs that we identified in this species. Therefore, the literature was assessed for validated transcription factor binding sites in maize. These have previously been associated with flowering (Kozaki et al., 2004; Vollbrecht et al., 2005; Eveland et al., 2014), meristem development (Bolduc et al., 2012), gibberellin catabolism (Bolduc and Hake, 2009), sugar signaling (Niu et al., 2002), and leaf development of maize (Yu et al., 2015), but in all cases, DGFs matching these motifs were found in our data set (false discovery rate < 0.001; Figure 2A). In addition, a larger chromatin immunoprecipitation (ChIP)-seq data set of 117 transcription factors from maize leaves obtained from the prerelease maize cistrome (http://www.epigenome.cuhk.edu.hk/C3C4.html; Supplemental Figure 4; Supplemental Data Set 4) was compared with our data. Differences between specific binding sites are likely because in all cases growth conditions will have varied from ours, and in some cases different tissues were sampled. Despite this, 66 and 29% of the ChIP-seq peaks overlapped with our DHSs and DGFs, respectively. Although only 29% of DGFs overlapped with motifs defined by ChIP-seq, permutation tests performed using the regioneR package (Gel et al., 2016) indicated a statistically greater overlap than would be expected by chance (P = 0.0099, 100 permutations). Moreover, when both features were systematically shifted from their original position, the local z-score, which represents the strength of the association at any particular position, showed a sharper decrease for DGFs than DHSs, suggesting that the association between ChIP-seq peaks and DGFs is more strongly linked to the exact position of the DGFs (Supplemental Figure 4B). In summary, despite detecting fewer DGFs in maize than in the other species, the DGFs we found are supported by publicly available ChIP-seq, electrophoretic mobility shift assay, and Systematic Evolution of Ligands by EXponential (Selex) data sets.

**Figure 2.**
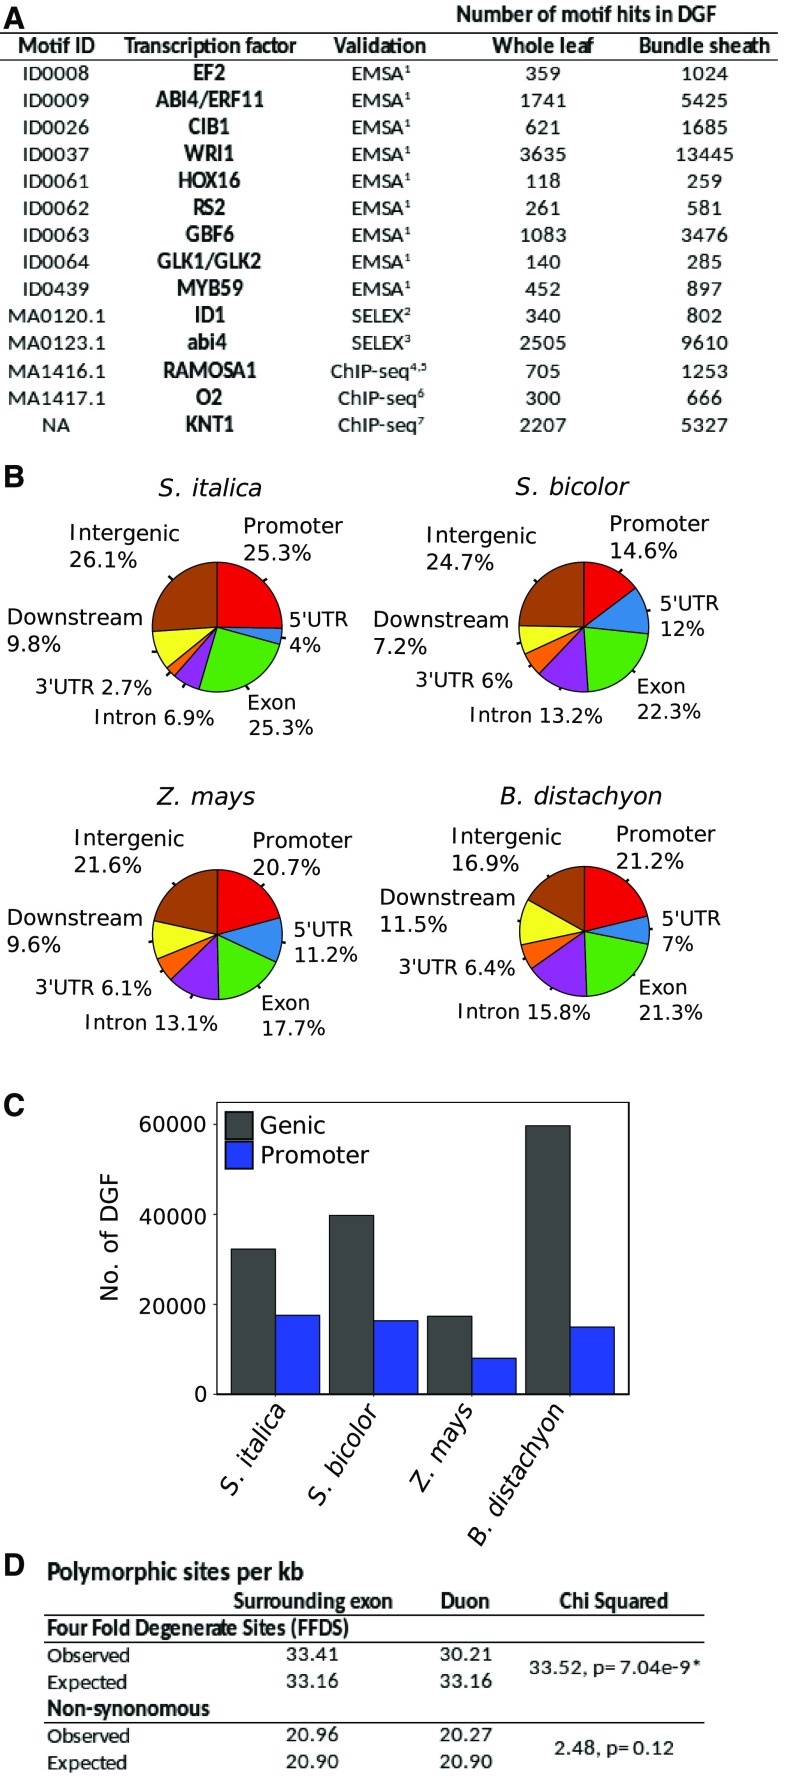
DGFs in Whole Leaves of Four Grasses. **(A)** DNA motifs from previous studies in maize (Niu et al., 2002; Kozaki et al., 2004; Vollbrecht et al., 2005; Bolduc et al., 2012; Eveland et al., 2014; Li et al., 2015; Yu et al., 2015) were detected in whole leaves and bundle-sheath strands from maize. **(B)** Pie chart representing the distribution of DGFs among genomic features. Promoters are defined as sequence up to 2000 bp upstream of the transcriptional start site, downstream represents regions 1000 bp downstream of the transcription termination site, while intergenic represents >1000 bp downstream of the transcription termination site until the next promoter region. UTR, untranslated region. **(C)** Bar charts representing the number of DGFs in genic and promoter regions. **(D)** Polymorphic sites per kb in duons and surrounding exons at FFDS and nonsynonymous sites. χ^2^ tests indicate reduced rates of mutation at FFDS than expected by chance.

Consistent with the distribution of DHSs (Figure 1E), annotated DGFs were most common in promoter, coding sequence, and intergenic regions (Figure 2B), and genic sequences contained more DGFs than promoters (Figure 2C). Distribution plots showed that the highest density of DGFs was close to the annotated transcription start sites but indicated a slightly skewed distribution favoring genic sequence including exons (Supplemental Figure 5). A similar pattern was observed for the ChIP-seq signal peaks (Supplemental Figure 4C). Transcription factor binding sites located in exons have been termed duons because they could influence the regulation of both transcription and amino acid sequence. While in general synonymous mutations not affecting amino acid sequence should be under relaxed purifying selection, because of transcription factor recognition, all nucleotides in duons should be under purifying selection and thus show lower mutation rates. We therefore investigated the nucleotide substitution rate at fourfold degenerate sites (FFDS) using variation data from 1218 maize lines (Bukowski et al., 2018) and found that it was statistically significantly lower in duons than in surrounding coding sequence (P = 7.04e-9; Figure 2D). This contrasts with the density of polymorphisms in nonsynonymous sites (Figure 2D). Although it has been proposed that the GC bias of duons constrains FFDS (Xing and He, 2015), we found no such bias between duon and exon sequences used in this analysis (Supplemental Figure 6). Taken together, we conclude that in these cereals a significant proportion of transcription factor binding likely takes place within genes.

### A Distinct *cis*-Regulatory Lexicon for Specific Cells within the Leaf

The above analysis provides a genome-wide overview of the *cis*-regulatory architecture associated with leaves of grasses. However, as with other complex multicellular systems, leaves are composed of many specialized cell types. Because DGFs are defined by the differential DNA cleavage between protected and unprotected regions of DNA within a DHS, a negative distribution compared with the larger DHS is produced (Figure 3A). Thus, transcription factor binding signal from a low-abundance cell type is likely to be obscured by overall signal from a tissue-level analysis (Figure 3A). Since bundle-sheath strands can be separated (Furbank et al., 1985; Leegood, 1985; Covshoff et al., 2013), C_4_ species provide a simple system to study transcription factor binding in specific cells of leaves (Figure 3B). 

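Bundle-sheath strands hold the cells around the veins in which the Calvin-Benson-Bassham cycle of C_4_ leaves runs. They were separated mechanically from leaves of *S. bicolor*, *S. italica*, and *Z. mays*, with 2 samples per species. The strands were digested with DNaseI and sequenced as the whole leaves were. The whole-leaf samples they are compared with number 3, 3, and 2. Plants were harvested 18 d after germination, 4 to 6 h into the light cycle. A whole leaf also contains bundle-sheath cells, so the comparison is between isolated strands and the tissue that includes them. Which cell types the strands held was not measured here. The authors kept the DHSs that the irreproducible discovery rate found to recur between replicates, called DGFs on the pooled replicates of each tissue, and called enriched DGFs between the tissues with Wellington bootstrap. The lists hold no read counts. As for whole leaves, naked-DNA correction was not repeated here. The 3 bundle-sheath lists held 122472 DHSs and 452263 DGFs of 11 to 25 bp. *Z. mays* had 48888 DHSs with a median length of 1683 bp and 164918 DGFs, *S. italica* had 39219 DHSs with a median of 1232 bp and 158702 DGFs, and *S. bicolor* had 34365 DHSs with a median of 1336 bp and 128643 DGFs. At least 1 DGF was found in 94.8% of the DHSs in *S. italica* (95% Wilson interval 94.6% to 95.1%), 93.0% in *S. bicolor* (92.7% to 93.3%), and 71.4% in *Z. mays* (71.0% to 71.8%). In *Z. mays* (AGPv3), as in the whole leaf, the 2 highest DHS scores fell on the plastid sequence and the next on chromosome 1 from 24792540 to 24793182, and the longest DHS lay on chromosome 6 from 110871244 to 110883935. In *S. bicolor* (v2.0) the DHS with the third highest score lay on chromosome 3 from 18261774 to 18263098 and the 2 above it on unplaced sequences, where the top 3 of *S. italica* also lay. The longest DHSs of these species were on *S. bicolor* chromosome 3 from 48309499 to 48324323 and on *S. italica* (assembly v2) chromosome 3 from 47915723 to 47927747. The 1-Mb bins with the most DGFs were chromosome 9 from 49000001 to 50000000 in *S. bicolor* with 457 DGFs, chromosome 1 from 34000001 to 35000000 in *S. italica* with 648, and chromosome 5 from 196000001 to 197000000 in *Z. mays* with 195.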

After bundle-sheath isolation from *S. bicolor*, *S. italica*, and *Z. mays* and naked DNA correction for inherent bias in DNaseI cutting, a total of 129,137 DHSs were identified (Figure 3B; Supplemental Data Set 5) containing 244,554 DGFs (false discovery rate < 0.01; Figure 3B; Supplemental Data Set 5). Of these, 138,075 were statistically enriched in the bundle-sheath samples compared with whole leaves (Figure 3B; Supplemental Data Set 5). 

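The authors' deposited table of DGFs enriched in the bundle sheath lists 85256 in *S. italica*, 68978 in *S. bicolor*, and 15880 in *Z. mays*, 170114 in all. Of the bundle-sheath-enriched DGFs in the authors' deposited table, 9.27% in *S. bicolor*, 6.81% in *S. italica*, and 12.3% in *Z. mays* overlapped a whole-leaf DGF by at least 1 bp. Of all listed bundle-sheath DGFs, 21.6%, 23.2%, and 8.14% did in the same order. Random placement of all these DGFs within their DHSs gave 8.05%, 7.15%, and 3.68%. No chance level was drawn for the enriched DGFs, so whether their overlaps mark positions called in both tissues was not tested. Bundle-sheath-enriched and whole-leaf-enriched positions of the authors' deposited table overlapped each other at 4.46% of the bundle-sheath-enriched DGFs in *S. bicolor*, 2.64% in *S. italica*, and 0.592% in *Z. mays*. The authors' deposited table holds positions only, with no fold change or p-value per DGF, so the size of each enrichment and its error are not given.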

The number of these statistically enriched DGFs in bundle-sheath strands of C_4_ species was large and ranged from 14,250 to 73,057 in maize and *S. italica*, respectively (Supplemental Data Set 5). 

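Set against all bundle-sheath DGFs of the deposited lists, the enriched DGFs of the authors' deposited table amount to 53.7% in *S. italica*, 53.6% in *S. bicolor*, and 9.63% in *Z. mays*. Most of them lay on the numbered chromosomes, 98.5% in *S. bicolor*, 99.5% in *S. italica*, and 99.4% in *Z. mays*, by position in the authors' deposited table. The enriched DGFs of the authors' deposited table coincided with a listed bundle-sheath DGF, the end being 1 bp shorter, in 99.3% of cases in *Z. mays*, 98.0% in *S. bicolor*, and 84.4% in *S. italica*. In *S. italica*, 10124 enriched DGFs of the authors' deposited table, 11.9%, lay outside the deposited bundle-sheath DHSs, compared with 0 in *S. bicolor* and *Z. mays*.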

The lower number in maize is likely due to the reduced sequencing depth achieved. 

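Most bundle-sheath DHSs overlapped a whole-leaf DHS by at least 1 bp. The share was 83.8% in *S. bicolor* (28791 of 34365, 95% Wilson interval 83.4% to 84.2%), 77.6% in *S. italica* (30422 of 39219, 77.2% to 78.0%), and 72.7% in *Z. mays* (35520 of 48888, 72.3% to 73.0%). Taken from the other side, 80.8% of the whole-leaf DHSs of *Z. mays*, 79.4% in *S. italica*, and 74.3% in *S. bicolor* overlapped a bundle-sheath DHS. DHSs placed independently, by shifting the whole-leaf list along each sequence by a random distance, overlapped for 17.9% of bundle-sheath DHSs in *S. bicolor*, 24.4% in *S. italica*, and 8.90% in *Z. mays*. The observed shares were 4.69, 3.18, and 8.16 times these levels (one-sided permutation test with 1000 draws, p = 0.001 in each species, the smallest that 1000 draws can give, and 0.001 after Benjamini-Hochberg adjustment over 3 tests). The shifts do not keep the denser chromosome ends that the lists of both tissues share, so the chance levels may be too low. A whole leaf also contains bundle-sheath cells, so the lists are not independent to begin with. Over the numbered chromosomes the share ran from 79.3% to 86.3% in *S. bicolor*, from 66.2% to 82.5% in *S. italica*, and from 68.7% to 75.5% in *Z. mays*. DHSs listed only for the bundle sheath numbered 13368 in *Z. mays*, 8797 in *S. italica*, and 5574 in *S. bicolor*. They were shorter than the shared ones, with medians of 1080 against 1988 bp in *Z. mays*, 791 against 1379 bp in *S. italica*, and 819 against 1463 bp in *S. bicolor*. With 1 list per tissue, overlap between replicates of 1 tissue could not be measured beside these shares. The 3 bundle-sheath lists hold fewer DHSs than the 129137 the paper reports, and the *S. italica* list leaves out places where the authors' deposited table has enriched DGFs, so the shares and tests hold for the deposited lists only.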

Genome-wide, the number of broad regulatory regions defined by DHSs in the bundle sheath that overlapped with those present in whole leaves ranged from 71% to 84% in *S. italica* and *S. bicolor*, respectively (Supplemental Data Set 6). However, only 6% to 20% of the narrower DGFs found in the bundle sheath were also identified in whole leaves (Supplemental Data Set 7). 

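Of the bundle-sheath DGFs, 23.2% in *S. italica* (36780 of 158702, 95% Wilson interval 23.0% to 23.4%), 21.6% in *S. bicolor* (27830 of 128643, 21.4% to 21.9%), and 8.14% in *Z. mays* (13425 of 164918, 8.01% to 8.27%) overlapped a whole-leaf DGF by at least 1 bp. Placing each bundle-sheath DGF at random within its own DHS gave 7.15% in *S. italica*, 8.05% in *S. bicolor*, and 3.68% in *Z. mays*. The observed shares were 3.24, 2.69, and 2.21 times these levels, above uniform placement in each species. The one-sided permutation test with 1000 draws gave p = 0.001 in each species, the smallest it can give. After Benjamini-Hochberg adjustment over 3 tests p was also 0.001. Uniform placement does not keep uneven cutting within a DHS or the sequence bias of DNaseI, whose correction was not repeated here. The excess therefore does not by itself show binding at the same sites. Identical start and end positions were rare, at 0.831% in *S. italica*, 0.797% in *S. bicolor*, and 0.138% in *Z. mays*. Overlap rose with the strength of the footprint. Among the strongest 10% of bundle-sheath DGFs by the authors' score, 51.8% in *S. italica* (51.0% to 52.6%), 44.4% in *S. bicolor* (43.6% to 45.3%), and 14.2% in *Z. mays* (13.6% to 14.7%) overlapped a whole-leaf DGF, and among the weakest 10% the shares were 6.62%, 10.9%, and 4.23%. Viewed from the whole leaf, 30.5% of the DGFs of *S. italica*, 19.6% in *S. bicolor*, and 16.8% in *Z. mays* overlapped a bundle-sheath DGF. In *Z. mays* 66.7% of the whole-leaf-enriched DGFs of the authors' deposited table overlapped a DGF of the whole-leaf list by at least 1 bp, against 98.0% in *S. bicolor* and 97.0% in *S. italica*, so the *Z. mays* share depends on a whole-leaf list that differs in part from the enriched one. When at least 50% of both DGFs had to overlap, the share was 16.2% in *S. italica*, 14.6% in *S. bicolor*, and 4.58% in *Z. mays*.

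**Figure D3:**
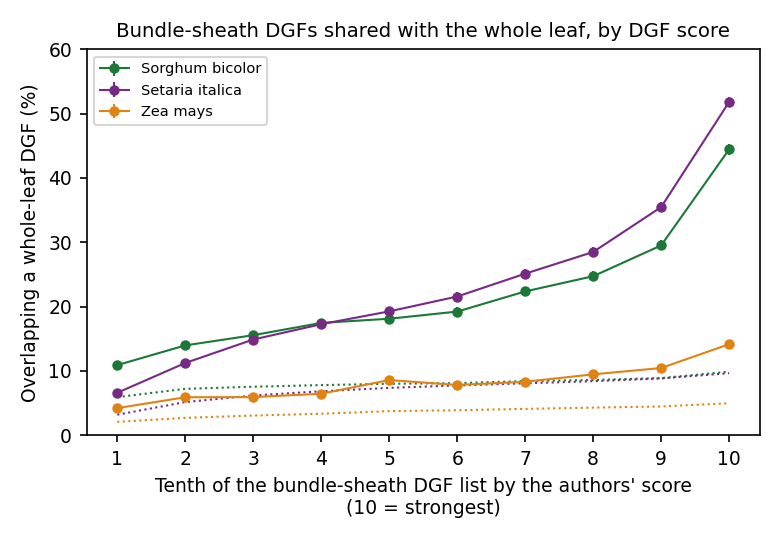
Share of bundle-sheath DGFs that overlap a whole-leaf DGF (percent, y axis) by the strength of the bundle-sheath DGF, in classes of 10% of each list by the authors' score, with the strongest at 10 (x axis). Solid lines with points are observed shares with 95% Wilson intervals and dotted lines are the chance level from random placement within DHSs. In *S. italica* the share rises from 6.62% to 51.8%, and in *Z. mays* from 4.23% to 14.2%.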

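The shares at the level of DHSs and of DGFs can be set side by side for DHSs that overlap between the tissues by at least 1 bp. Where in such a DHS the DGF lies was not considered. Of the bundle-sheath DGFs, 90.0% in *S. bicolor*, 85.8% in *S. italica*, and 89.5% in *Z. mays* lay in a DHS that overlapped a whole-leaf DHS. DGFs that lay in such shared regions and still overlapped no whole-leaf DGF made up 68.4% of all bundle-sheath DGFs in *S. bicolor* (87986), 62.6% in *S. italica* (99324), and 81.4% in *Z. mays* (134307). DGFs in DHSs listed only for the bundle sheath made up 9.97%, 14.2%, and 10.5% in the same order. A region with no listed whole-leaf DHS need not be inaccessible in whole leaves. Within shared regions, 24.0% of the DGFs in *S. bicolor*, 27.0% in *S. italica*, and 9.04% in *Z. mays* overlapped a whole-leaf DGF. A DGF is at most 25 bp long and bundle-sheath DHSs have a median of 1426 bp, so the chance levels of the 2 overlaps differ, and no list of single replicates was used here that would show how many DGFs recur within 1 tissue. From the high overlap of DHSs and the low overlap of DGFs, the paper concludes that cell types share broad accessible regions while the short sequences bound within them differ.

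**Figure D4:**
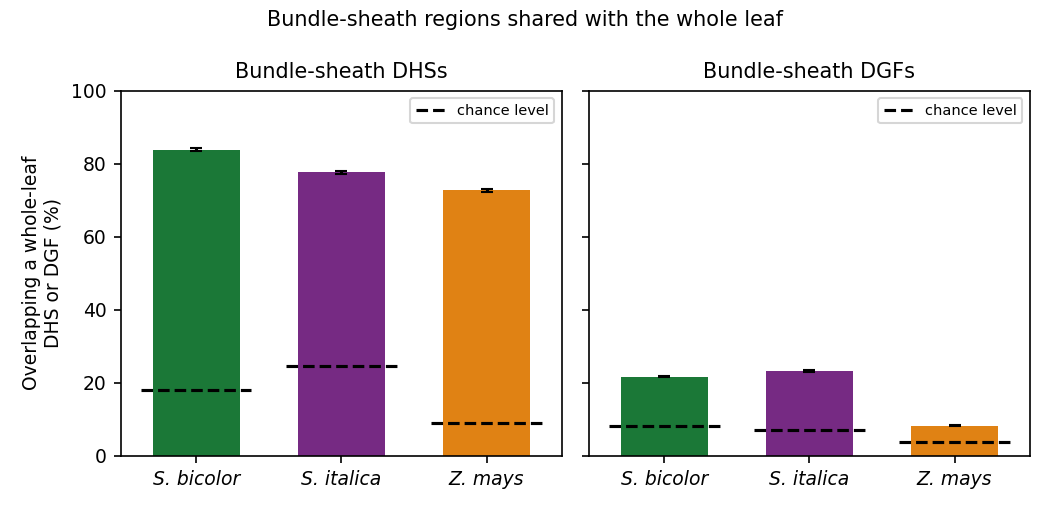
Share of bundle-sheath DHSs (left) and DGFs (right) that overlap a whole-leaf DHS or DGF by at least 1 bp (percent, y axis) in the 3 C_4_ species (x axis). Bars start at 0, error bars are 95% Wilson intervals, and dashed lines mark the chance level, from shifted lists for DHSs and from random placement within DHSs for DGFs. All 6 bars stand above their chance level, and the bars of DGFs are far lower than those of DHSs.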

Taken together, these findings indicate that specific cell types of cereal leaves share similarity in the broad regions of DNA that are accessible to transcription factors (DHSs) but that the short sequences actually bound by transcription factors (DGFs) vary dramatically.

**Figure 3.**
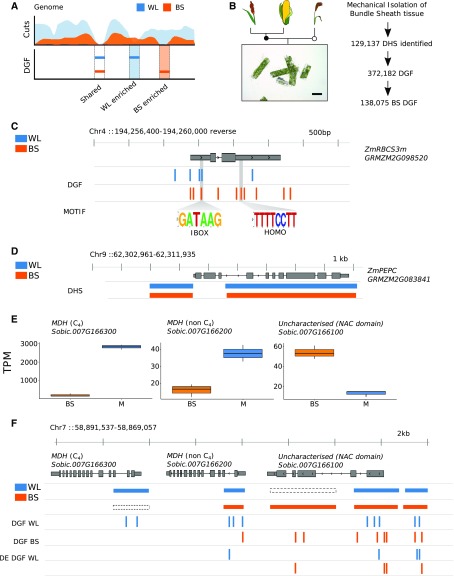
Characterization of the DNA Binding Landscape in the C_4_ Bundle Sheath. **(A)** Schematic showing that due to their negative distribution below the background signal derived from reads mapping to the genome, footprints associated with low-abundance cells such as the bundle sheath (BS) are unlikely to be detected from whole-leaf (WL) samples. **(B)** Bundle-sheath isolation for DNaseI-seq experiments, with phylogeny (left) and workflow (right). **(C)** DGFs identified in the maize *ZmRBCS3* gene coincide with I- and HOMO-boxes known to regulate gene expression. The gene model is annotated with whole-leaf (blue) and bundle-sheath (orange) DGFs, and the I- and HOMO-boxes are indicated below. **(D)** DHS distribution across the maize *PEPC* gene in bundle-sheath and whole-leaf samples. **(E)** Transcript abundance expressed as transcripts per million reads (TPM) of three colinear genes on chromosome 7 of *S. bicolor*, C_4_ *MDH* (Sobic.007G166300), non-C_4_ MDH (non-C_4_; Sobic.007G166200), and an uncharacterized NAC domain protein (Sobic.007G166100), in bundle-sheath and mesophyll cells. Schematics of these colinear genes from *S. bicolor* depict three classes of alterations to DNA accessibility and transcription factor binding to genes that are differentially expressed between whole-leaf and bundle-sheath cells. **(F)** Whole-leaf (blue) and bundle-sheath (orange) DHSs, DGFs, and differentially enriched (DE) DGFs, as determined by the Wellington bootstrap algorithm of the three co-linear genes, are depicted. Regions where a DHS was identified in one sample but not another are indicated by dashed boxes.

To provide evidence that DGFs predicted after analysis of separated bundle-sheath strands are of functional importance, they were compared with previously validated sequences. In C_4_ grasses, we found no such examples in *S. bicolor* or *S. italica*, but in the *RbcS* gene from maize, which is preferentially expressed in bundle-sheath cells, an I-box (GATAAG) is essential for light-mediated activation (Giuliano et al., 1988) and a HOMO motif (CCTTTTTTCCTT) is important in driving bundle-sheath expression (Figure 3C; Xu et al., 2001). Despite not reaching saturation in DGF prediction in maize (Supplemental Figure 3), both elements were detected in our pipeline. 

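The deposited lists were searched over the *Z. mays* region whose coordinates Figure 3C prints for *RBCS3*, which encodes a small subunit of Rubisco. On chromosome 4 of AGPv3, the assembly that the methods name for the files, neither the whole-leaf nor the bundle-sheath list held a DHS or a DGF in that region, and the authors' deposited table held no enriched DGF there. The nearest bundle-sheath DHSs lay from 194248011 to 194251836, 4.56 kb to the left, and from 194289722 to 194292620, 29.7 kb to the right. In whole leaves the nearest DHSs lay from 194188252 to 194190298, 66.1 kb to the left, and from 194289744 to 194293671, 29.7 kb to the right. The nearest bundle-sheath DGF lay from 194291040 to 194291064, 31.0 kb away, and the nearest whole-leaf DGF from 194173104 to 194173118, 83.3 kb away. The figure does not name the assembly of its coordinates, and no sequence of the locus was used here, so the I-box and HOMO motifs were not placed on the lists.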

Interestingly, a signal suggesting transcription factor binding to the HOMO motif was enriched in the bundle-sheath strands (Figure 3C), and while the I-box was detected in both bundle-sheath strands and whole leaves, its position was slightly different in each cell type (Figure 3C). These findings are therefore consistent with the biochemical data implicating the I-box in the control of abundance and the HOMO-box in the control of cell-specific accumulation of *RbcS* transcripts.

The *ZmPEPC* gene (GRMZM2G083841) encodes the phospho*enol*pyruvate carboxylase responsible for producing C_4_ acids used in the C_4_ pathway and is preferentially expressed in mesophyll cells. Previous reports showed that a region of 600 nucleotides upstream of the transcription start site carrying repeated C-rich sequences was sufficient to drive expression in mesophyll cells of maize (Schäffner and Sheen, 1991; Matsuoka et al., 1994; Taniguchi et al., 2000). 

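At *PEPC* on chromosome 9 of AGPv3, the gene of the enzyme that first fixes carbon in mesophyll cells, both tissues had the same pair of DHSs. The DHS at the upstream end ran from 62304724 to 62306230 in whole leaves (1507 bp, authors' fold enrichment 10.5) and from 62304727 to 62306218 in the bundle sheath (1492 bp, fold enrichment 8.28). The DHS over the gene body ran from 62307348 to 62311914 in whole leaves (4567 bp, fold enrichment 10.3) and from 62307397 to 62311883 in the bundle sheath (4487 bp, fold enrichment 8.97). These fold enrichments come from lists called separately, so a change between tissues was not tested. The upstream DHS held 1 whole-leaf DGF, from 62306006 to 62306030, and 2 bundle-sheath DGFs, from 62305396 to 62305416 and from 62305986 to 62306010, of which the latter overlaps the whole-leaf DGF. The gene-body DHS held 7 DGFs in whole leaves and 8 in the bundle sheath. The authors' deposited table places 1 whole-leaf-enriched DGF in it, from 62310750 to 62310773, and 0 bundle-sheath-enriched DGFs. The C-rich sequences were not located here, since no sequence of the assembly was used, so whether a listed DGF covers them was not tested.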

Although no DGFs were detected with these C-rich sequences, they are located within a DHS, indicating that they are available for transcription factor binding (Figure 3D). Thus, despite the fact that we had not reached saturation of DGFs in maize, for both *RbcS* and *PEPC*, the regions of DNA accessible to transcription factor binding are consistent with previous reports, and in the case of *RbcS*, DGFs were detected that coincide with known *cis*-elements.

To investigate the relationship between cell-specific gene expression and the positions of DHSs and DGFs, the DNaseI data were interrogated using RNA-seq data sets from mesophyll and bundle-sheath cells of C_4_ leaves (Chang et al., 2012; John et al., 2014; Emms et al., 2016). At least three mechanisms associated with cell-specific gene expression operating around individual genes were identified and can be exemplified using three colinear genes found on chromosome 7 of *S. bicolor*. 

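On chromosome 7 of the *S. bicolor* v2.0 assembly, at the C_4_ *MDH* gene (Sobic.007G166300), whole leaves had a DHS of 1500 bp from 58888168 to 58889667. Its authors' fold enrichment was 4.80, and by score it stood at rank 12526 of the 39026 whole-leaf DHSs. It held 3 whole-leaf DGFs, from 58888711 to 58888735, from 58889173 to 58889187, and from 58889220 to 58889244, with Wellington scores of -17.2, -23.7, and -29.3. The bundle-sheath lists held 0 DHSs and 0 DGFs at this gene. None of these DGFs is among the whole-leaf-enriched DGFs of the authors' deposited table. A region can be unlisted because its signal or its recurrence between replicates fell short in the authors' calling, and its cut counts were not used here.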

First, in the *NADP-malate dehydrogenase* (*MDH*) gene, which is highly expressed in mesophyll cells and encodes a protein of the core C_4_ cycle (Figure 3E), a broad DHS site and two DGFs were present in whole leaves but not in bundle-sheath strands (Figure 3F). While the presence of this site indicates accessibility of DNA to transcription factors that could activate expression in mesophyll cells, global analysis of all genes strongly and preferentially expressed in bundle-sheath strands versus whole leaves indicates that presence/absence of a DHS in one cell type is not sufficient to generate cell specificity (Supplemental Figures 7 and 8).

Second, in the next contiguous gene that encodes an additional isoform of MDH also preferentially expressed in mesophyll cells (Figure 3E), a DHS was found in both the whole leaf and bundle-sheath strands, but DGFs within this region differed between cell types (Figure 3F). Thus, despite similarity in DNA accessibility, the binding of particular transcription factors varied between cell types. However, once again, genome-wide analysis indicated that alterations to individual DGFs were not sufficient to explain cell-specific gene expression. For example, only 30% to 40% of all enriched DGFs in the bundle sheath were associated with differentially expressed genes (Supplemental Data Set 8).

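The non-C_4_ *MDH* gene (Sobic.007G166200) had a DHS in both tissues of *S. bicolor*, from 58883069 to 58883965 in whole leaves (897 bp, authors' fold enrichment 3.74) and from 58883052 to 58883911 in the bundle sheath (860 bp, fold enrichment 3.94). Whole leaves had 3 DGFs in it, from 58883289 to 58883313, from 58883461 to 58883481, and from 58883838 to 58883862. The bundle sheath had 1, from 58883849 to 58883871, which overlaps the last of the whole-leaf DGFs. The authors' deposited table lists 1 whole-leaf-enriched DGF here, from 58883289 to 58883312, and 0 bundle-sheath-enriched DGFs.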

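At the NAC gene (Sobic.007G166100) of *S. bicolor*, 2 DHSs were present in both tissues and another was listed only for the bundle sheath. The shared DHSs ran from 58871044 to 58871996 and from 58872256 to 58874176 in whole leaves, and from 58871061 to 58872078 and from 58872308 to 58874163 in the bundle sheath. The bundle-sheath DHS without a whole-leaf counterpart was 2799 bp long, from 58874929 to 58877727, with an authors' fold enrichment of 4.03. Whole leaves had 7 DGFs at this gene, all in the shared DHSs. The bundle sheath had 10, of which 4 lay in its own DHS, from 58876278 to 58876302, from 58876457 to 58876473, from 58876626 to 58876642, and from 58877240 to 58877258. Of the 10, only 2 overlapped a whole-leaf DGF, from 58871570 to 58871592 and from 58873170 to 58873194. The authors' deposited table lists 7 bundle-sheath-enriched DGFs here, with 4 in the shared DHSs and 3 in the bundle-sheath DHS. The whole-leaf-enriched DGFs of the authors' deposited table number 3 here, from 58871380 to 58871403, from 58871468 to 58871491, and from 58873092 to 58873111.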

Lastly, in the third gene in this region, which encodes a NAC domain transcription factor preferentially expressed in bundle-sheath strands (Figure 3E), differentially enriched DGFs were associated both with regions of the gene that have similar DHSs in each cell type but also a region lacking a DHS in whole leaves compared with bundle-sheath strands (Figure 3E). These three classes of alteration to transcription factor accessibility and binding were detectable in genes encoding core components of the C_4_ cycle in all three species (Supplemental Figures 9 to 11). Overall, we conclude that differences in transcription factor binding between cells of C_4_ leaves are associated with both DNA accessibility defined by broad DHSs as well as fine-scale alterations to transcription factor binding defined by DGFs. Moreover, bundle-sheath strands possessed a distinct regulatory landscape compared with the whole leaf, and in genes encoding enzymes of the C_4_ pathway, multiple transcription factor binding sites differed between bundle-sheath and whole-leaf samples. This finding implies that cell-specific gene expression in C_4_ leaves is mediated by combinatorial effects derived from alterations to gene accessibility as defined by DHSs as well as changes to binding of multiple transcription within these regions.

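Across the genome, most bundle-sheath-enriched DGFs lay in bundle-sheath DHSs that overlapped a whole-leaf DHS by at least 1 bp. The DGF itself need not lie in the whole-leaf DHS. By position in the authors' deposited table, 92.4% of them in *Z. mays* (14671, 95% Wilson interval 92.0% to 92.8%), 91.3% in *S. bicolor* (62988, 91.1% to 91.5%), and 73.5% in *S. italica* (62658, 73.2% to 73.8%) lay in a bundle-sheath DHS that overlapped a whole-leaf DHS. DHSs listed only for the bundle sheath held 7.61% of the enriched DGFs of the authors' deposited table in *Z. mays*, 8.68% in *S. bicolor*, and 14.6% in *S. italica*, and in *S. italica* the rest lay in no deposited bundle-sheath DHS. Of all listed bundle-sheath DGFs, 89.5% in *Z. mays*, 90.0% in *S. bicolor*, and 85.8% in *S. italica* lay in a shared DHS. The shares of enriched DGFs in *Z. mays* and *S. bicolor* were slightly higher than these, which was not tested. In *S. italica* the bases differ, since 100% of its listed DGFs but not all its enriched ones lay in a deposited DHS. Of its 75132 enriched DGFs that did, 62658 lay in a shared DHS. Of the whole-leaf-enriched DGFs in the authors' deposited table, 86.4% in *Z. mays*, 80.3% in *S. bicolor*, and 83.1% in *S. italica* lay in a whole-leaf DHS that overlapped a bundle-sheath DHS. From the classes seen at individual genes, the paper concludes that differences in binding between cells involve both the accessibility of broad regions and footprints within them.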

### DNA Motifs Associated with Cell-Specific Expression

To provide an overview of the transcription factors most likely associated with DGF, ChIP-seq data from maize (Figure 2B) together with motifs from JASPAR plants (Khan et al., 2018) and an additional 529 transcription factor motifs validated in Arabidopsis (*Arabidopsis thaliana*; O’Malley et al., 2016) were used to annotate the DGFs from *Z. mays*, *S. bicolor*, *S. italica*, and *B. distachyon* (Figure 4A). To increase the number of annotated DGFs, de novo prediction was used to identify sequences overrepresented in DGFs compared with those across the whole genome. This resulted in an additional 524 motifs being annotated (Figure 4A), but in fact, all of these were previously detected after de novo prediction from DNaseI-seq of rice (Zhang et al., 2012b). As would be expected from bona fide transcription factor binding, inspection of these motifs predicted de novo demonstrated clear strand bias in DNaseI cuts (Figure 4B). By combining previously known motifs and those predicted de novo, the percentage of DGFs that could be annotated in each species increased from ∼60% to more than 75% (Figure 4C; Supplemental Data Set 9).

**Figure 4.**
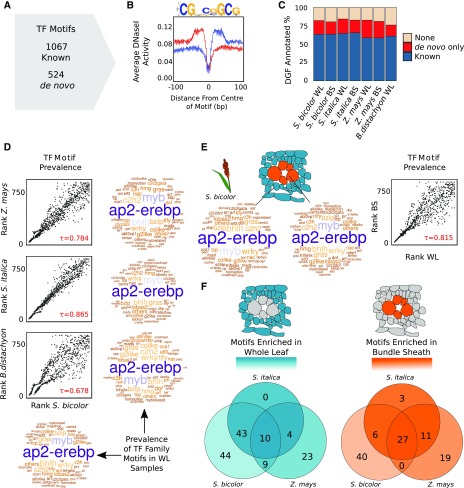
Cistromes Associated with Cell-Specific Gene Expression in C_4_ Grasses. **(A)** Number of previously reported motifs as well as those defined de novo in the grasses. **(B)** Density plots depicting average DNaseI activity on positive (red) and negative (blue) strands centered around a de novo motif. BS, bundle sheath; WL, whole leaf. **(C)** Bar chart depicting percentage of DGFs annotated with known or de novo motifs. **(D)** Comparison of transcription factor (TF) motif prevalence in whole-leaf samples from *S. italica*, *Z. mays*, and *B. distachyon* compared with *S. bicolor*. Word clouds depict the frequency of motifs associated with transcription factor families, with larger names more abundant. Scatterplots compare the frequency of transcription factor motifs within DGFs, ranked from low (most abundant) to high (least abundant). Correlation between samples is indicated as Kendall’s τ coefficient (τ). **(E)** Comparison of transcription factor motif prevalence in bundle-sheath-enriched and whole-leaf-enriched DGFs from *S. bicolor*, as in **(D)**. Word clouds depict the frequency of motifs associated with transcription factor families, and plots compare the frequency of transcription factor motifs within DGFs ranked from low to high. Similarly, scatterplots compare transcription factor motif prevalence in bundle-sheath-enriched and whole-leaf-enriched DGFs from *S. bicolor*. **(F)** Venn diagrams showing enriched motifs for each cell type in all three C_4_ species.

To define the most common sequences bound by transcription factors in mature leaves undertaking C_3_ and C_4_ photosynthesis and to investigate whether C_4_ photosynthesis is controlled by an increase in binding of sets of transcription factors, individual motifs were ranked by frequency and the Kendall rank correlation coefficient used to compare species (Figure 4D). In both C_3_ and C_4_ species, the most prevalent transcription factor binding motifs were associated with the AP2-EREBP and MYB transcription factor families (P < 2.2^−16^; Figure 4D). Next, to identify regulatory factors associated with gene expression in the C_4_ bundle sheath, transcription factor motifs located in DGFs enriched in either the bundle sheath or in whole-leaf samples of *S. bicolor* were identified (Figure 4E). There was little difference in the ranking of the most commonly used motifs between these cell types (Kendall’s τ = 0.815; P < 2.2^−16^), indicating that cell specificity is not associated with large-scale changes in the abundance of many transcription factor families (Figure 4E). After performing hypergeometric tests for enrichment of individual motifs in differentially occupied DGFs, we found 133 and 106 motifs enriched in whole leaves and bundle-sheath strands, respectively (P < 0.001). Of these 239 motifs, 37 were enriched in all C_4_ species, with 10 and 27 enriched in the bundle sheath and whole leaf, respectively (Figure 4F; Supplemental Data Set 10); 66 were only enriched in bundle-sheath strands and 91 in whole-leaf tissue (Supplemental Data Set 11). Some of these conserved and cell-specific motifs have been previously described to have a relevant role in photosynthesis. For instance, in whole leaves of maize and *S. italica*, we found significant enrichment of the bHLH129 motif (Supplemental Data Set 11) that has been proposed to act as a negative regulator of NADP-ME (Borba et al., 2018).

### Multiple Genes Encoding Enzymes of the C_4_ and Calvin-Benson-Bassham Cycles Share the Same Occupied *cis*-Elements

To investigate whether genes involved in the C_4_ phenotype are coregulated, we compared the number of instances where the same motifs were bound in multiple C_4_, Calvin-Benson-Bassham, and C_2_ cycle genes (Supplemental Data Set 12). While no single *cis*-element was found in all genes that are preferentially expressed in mesophyll or bundle-sheath cells, the number of genes possessing the same occupied motif ranged from nine in *S. bicolor* and *S. italica* to four in *S. bicolor* and *Z. mays* whole leaves (Supplemental Data Sets 9 and 12). These data support a model where the combinatorial action of multiple transcription factors controls groups of C_4_ genes to produce the gene expression patterns required for C_4_ photosynthesis.

We next performed comparative analysis of motifs bound by transcription factors to determine whether the set of *cis*-elements found in C_4_ genes of each species were common or whether C_4_ genes are regulated differently in each species. In pairwise comparisons, DGFs fell into three categories: conserved and occupied by a transcription factor, conserved but only occupied in one species, and not conserved (Figure 5A). Only a small percentage of DGFs were both conserved in sequence and bound by transcription factors (Figure 5B; Supplemental Data Set 13). Consistent with this, the majority of C_4_ gene orthologs did not share DGFs. Due to the lack of DGF saturation in maize, these estimates likely set lower bounds for the extent of conservation. However, in several cases, patterning of C_4_ gene expression correlated with a set of motifs shared across species (Figure 5C). In some cases, these shared *cis*-elements were present in the ancestral C_3_ state. For instance, the *TRANSKETOLASE* (*TKL*) gene contains several conserved DGFs that are present in the bundle sheath of the C_4_ species but also in whole leaves of C_3_ *B. distachyon* (Figure 5). This finding is consistent with the notion that C_4_ photosynthesis makes use of existing regulatory architecture found in C_3_ plants. Nevertheless, overall, these data also indicate that the majority of C_4_ gene expression appears to be associated with species-specific regulatory networks.

**Figure 5.**
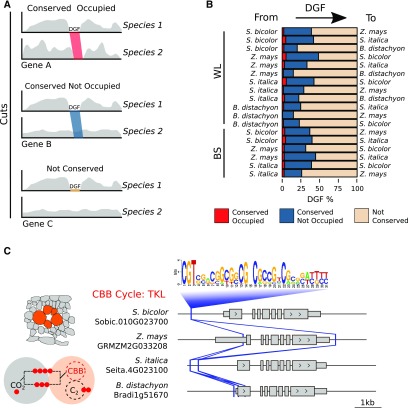
*Cis*-Elements Show High Rates of Turnover and Mobility in Grasses. **(A)** Scenarios for DGF conservation between species. Reads derived from DNaseI cuts are depicted in gray, DGFs that are both conserved and occupied between species are depicted in red, and DGFs that are conserved but unoccupied are depicted in blue shading. **(B)** Bar plot representing pairwise comparisons of DGF occupancy. BS, bundle sheath; WL, whole leaf. **(C)** Schematic depicting the positions of a transcription factor motif consistently associated with the bundle-sheath-enriched *TKL* gene in *S. bicolor*, *Z. mays*, *S. italica*, and C_3_ *B. distachyon*. The positions of motifs conserved between orthologous genes are depicted by solid lines and vary between species.

### Hyperconserved *cis*-Regulators of C_4_ Genes

To investigate the extent to which transcription factor binding sites associated with C_4_ genes within a C_4_ lineage are conserved, genes encoding the core C_4_ cycle were compared in *S. bicolor* and *Z. mays* (Figure 6A; Supplemental Data Set 14). Twenty-seven genes associated with the C_4_ and Calvin-Benson-Bassham cycles contained a total of 379 DGFs. Although many of these transcription factor footprints were conserved in sequence within orthologous genes, only nine were both conserved and bound by a transcription factor (Figure 6A). Again, due to the lack of DGF saturation in maize, these data likely represent minimum estimates of conservation.

**Figure 6.**
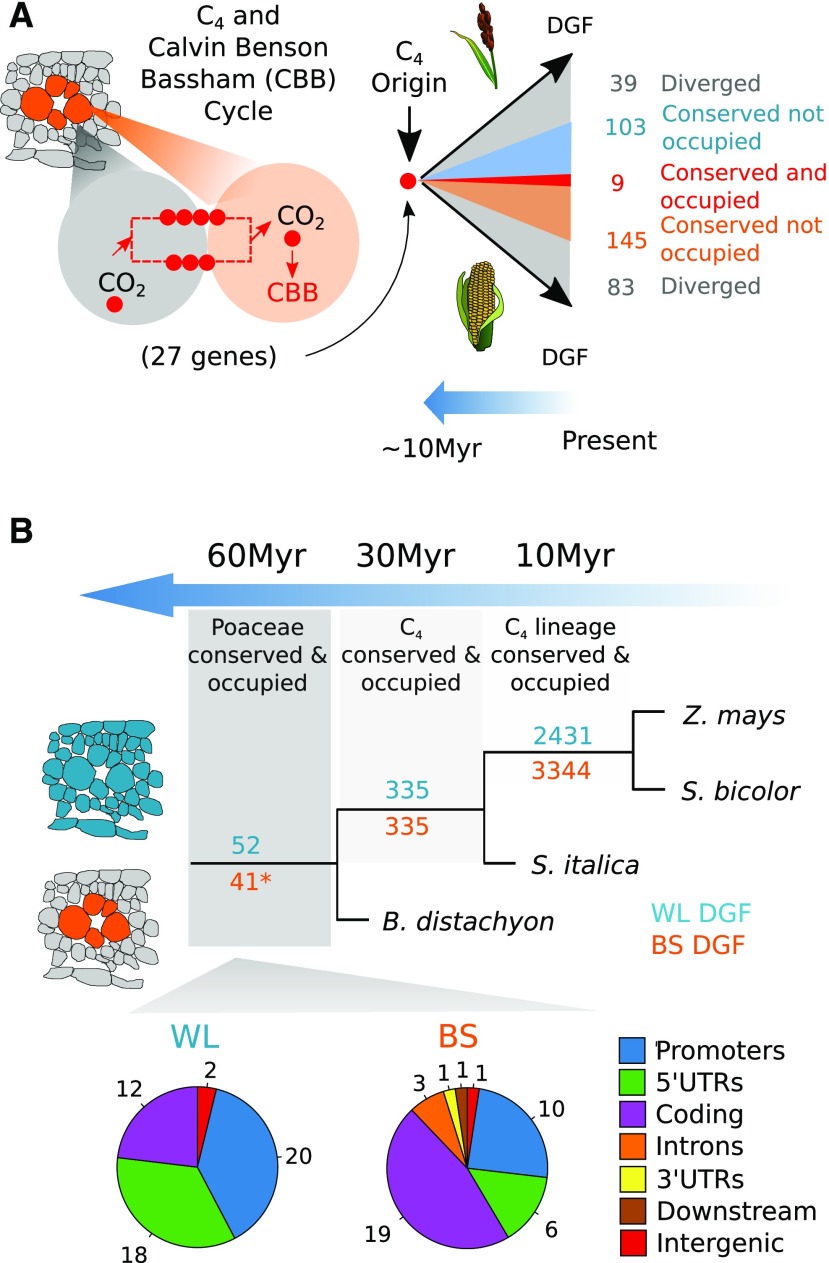
Hyperconserved *cis*-Elements in Grasses Recruited into C_4_ Photosynthesis. **(A)** Conservation of regulation in C_4_ and Calvin-Benson-Bassham cycle genes following the divergence of *Z. mays* and *S. bicolor*. The number of carbon atoms (red dots) and metabolite flow (red dashed line) between mesophyll (gray) and bundle-sheath (orange) cells are illustrated along with the degree of conservation of DGFs associated with bundle-sheath strands. **(B)** Conservation of DGF occupancy in grasses across evolutionary time. Results are depicted for whole-leaf (WL; blue) and bundle-sheath (BS; orange) DGFs. The asterisk indicates 41 DGFs that are conserved in the bundle sheath of the C_4_ species but are also found in whole leaves of *B. distachyon*. Pie charts display the distribution of conserved and occupied DGFs for the whole-leaf and bundle-sheath strands. Promoters are defined as sequence up to 2000 bp upstream of the transcriptional start site, downstream represents regions 1000 bp downstream of the transcription termination site, while intergenic represents >1000 bp downstream of the transcription termination site until the next promoter region. Myr, million years; UTR, untranslated region.

Genome-wide, the number of DGFs that were conserved in sequence and bound by a transcription factor decayed in a nonlinear manner with phylogenetic distance (Figure 6B; Supplemental Data Set 15). For example, *Z. mays* and *S. bicolor* shared 5775 DGFs that were both conserved and occupied. *S. italica* shared only 670 DGFs with *Z. mays* and *S. bicolor* (Figure 6B). Finally, comparison of these C_4_ grasses with C_3_ *B. distachyon* yielded 93 DGFs that have been conserved over >60 million years of evolution. Because nuclei from *B. distachyon* were sampled later in the photoperiod than those from the C_4_ grasses and DGFs may well vary over the diel cycle, it is possible that this is an underestimate of DGF conservation. However, 41 of these highly conserved DGFs were present in whole-leaf samples of the C_3_ species, but in the C_4_ species they were restricted to the bundle sheath (Figure 6B). Gene Ontology analysis did not detect enrichment of any specific terms for hyperconserved DGFs associated with the bundle sheath, but for whole leaves, it detected overrepresentation of “cell component” categories such as membrane-bound organelles and the nucleus (Supplemental Data Set 16). In whole leaves, this set of ancient and highly conserved DGFs were located predominantly in 5ʹ untranslated regions and coding sequences, but in bundle-sheath strands, over 50% of these hyperconserved DGFs were in coding sequences (Figure 6B). Overall, these data indicate that certain duons are highly conserved across deep evolutionary time. The frequent use of hyperconserved duons in the bundle sheath implies that this cell type uses an ancient and highly conserved regulatory code.

## DISCUSSION

### Genome-Wide Transcription Factor Binding in Grasses

The data set provides insight into the regulation of gene expression in cereals in general and to C_4_ photosynthesis in particular. Consistent with previous analyses ranging from Arabidopsis (Sullivan et al., 2014) to metazoans (Natarajan et al., 2012; Stergachis et al., 2013, 2014), the majority of DGFs detected in the four grasses were centered around annotated transcription start sites. However, in these cereals, it is noteworthy that transcription factor binding was prevalent in genic sequences. While we cannot rule out the possibility that this distribution is in some way related to the methodology used in this study, there is evidence that the exact distribution of transcription factor binding appears to be species specific. For example, while in Arabidopsis DNaseI-seq revealed enrichment of DHSs in sequence ∼400 bp upstream of transcription start sites as well as 5ʹ untranslated regions (Sullivan et al., 2014) and assay for transposase-accessible chromatin of Arabidopsis, *Medicago truncatula*, and rice detected most transposase-hypersensitive sites upstream of genes, in *Solanum lycopersicum*, more were present in introns and exons than upstream of annotated transcription start sites (Maher et al., 2018).

The prevalence of transcription factor binding to coding sequences is relevant to approaches used to generate transgenic plants and test gene function and regulation. First, consistent with the prevalence of DGFs downstream of the annotated transcription start sites that we detected, it is noteworthy that during cereal transformation, exon and intron sequences are frequently used to achieve stable expression of transgenes (Maas et al., 1991; Cornejo et al., 1993; Jeon et al., 2000). It is possible that this strategy is required in grasses because of the high proportion of transcription factor binding downstream of annotated transcription start sites. These transcription factor binding sites in coding sequence also have implications for synthetic biology. Although technologies such as type IIS restriction endonuclease cloning methods allow high-throughput testing of many transgenes, they rely on sequence domestication. While routinely this would maintain amino acid sequence, without analysis of transcription factor binding sites it could mutate motifs bound by transcription factors and lead to unintended modifications to gene expression.

### The Transcription Factor Landscape Underpinning Gene Expression in Specific Tissues

The finding that so few transcription factor binding sites were shared between bundle-sheath tissue and whole leaves of *S. bicolor*, *Z. mays*, and *S. italica* argues for the need to isolate these cells when attempting to understand the control of gene expression. Although separating bundle-sheath strands from C_4_ leaves is relatively trivial (Furbank et al., 1985; Leegood, 1985; Covshoff et al., 2013), this is not the case for C_3_ leaves. Approaches in which nuclei from specific cell types are labeled with an exogenous tag (Deal and Henikoff, 2011) now allow their transcription factor landscapes to be defined. The application of chromatin accessibility assays to specific cell types has recently been used in roots (Maher et al., 2018), and so in the future, this approach of both C_3_ and C_4_ leaves should provide insight into the extent to which gene regulatory networks have been rewired during the evolution of the complex C_4_ trait.

Given the central importance of cellular compartmentation to C_4_ photosynthesis, there have been significant efforts to identify *cis*-elements that restrict gene expression to either mesophyll or bundle-sheath cells of C_4_ leaves (Sheen, 1999; Hibberd and Covshoff, 2010; Wang et al., 2014). As previous studies of C_4_ gene regulation have focused on individual genes and have been performed in various species, it has not been possible to obtain a coherent picture of regulation of the C_4_ pathway, and along with many other systems, initial analyses focused on regulatory elements located in promoters of C_4_ genes (Sheen, 1999). However, it has become increasingly apparent that the patterning of gene expression between cells in the C_4_ leaf can be mediated by elements in various parts of a gene. In addition to promoter elements (Sheen, 1999; Gowik et al., 2004), this includes untranslated regions (Viret et al., 1994; Xu et al., 2001; Patel et al., 2004; Kajala et al., 2012; Williams et al., 2016) and coding sequences (Brown et al., 2011; Reyna-Llorens et al., 2018). By providing data on in vivo transcription factor occupancy for the complete C_4_ pathway in three C_4_ grasses, the data presented here allow broad comparisons and provide several insights into regulatory networks controlling C_4_ genes.

The DNaseI data set indicates that cell-specific gene expression in C_4_ leaves is not strongly correlated with changes to large-scale accessibility of DNA as defined by DHSs. This implies that modifications to transcription factor accessibility around any one gene do not influence its expression between tissues in the leaf. Rather, as only 8 to 24% of transcription factor binding sites detected in the bundle sheath were also found in whole leaves, the data strongly implicate complex modifications to patterns of transcription factor binding in controlling gene expression between cell types. These findings are consistent with analogous analyses in roots where genes with clear spatial patterns of expression are bound by multiple transcription factors (Sparks et al., 2016) and highly combinatorial interactions between multiple activators and repressors tune the output (de Lucas et al., 2016).

The data also provide insight into *cis*-elements that underpin the C_4_ phenotype. No single c*is*-element was found in all genes preferentially expressed in either mesophyll or bundle-sheath cells of one species. This finding is consistent with analyses of yeast, where the output of genetic circuits can be maintained despite rapid turnover of *cis-*regulatory mechanisms underpinning them (Tsong et al., 2006). However, we did detect small numbers of C_4_ genes that shared common transcription factor footprints (Figure 5; Supplemental Data Sets 14 and 15), which is consistent with previous analyses that identified shared *cis*-elements in *PPDK* and *CA* or *NAD-ME1* and *NAD-ME2* in C_4_ *Gynandropsis gynandra* (Williams et al., 2016; Reyna-Llorens et al., 2018). Interspecific comparisons further underlined the high rate of divergence in the *cis*-regulatory logic used to control C_4_ genes. For example, although we detected highly similar transcription factor footprints in the *OMT1* and *TKL* genes of the three C_4_ species we assessed, this was not apparent for any other C_4_ genes. As a result of the apparent rapid rate of evolution in *cis*-regulatory architecture in these C_4_ species, attempts to engineer C_4_ photosynthesis into C_3_ crops to increase yield (Hibberd et al., 2008) may benefit from using preexisting regulatory mechanisms controlling mesophyll or bundle-sheath expression in ancestral C_3_ species.

### Characteristics of the Transcription Factor Binding in the Ancestral C_3_ State That Have Influenced the Evolution of the C_4_ Pathway

Comparison of transcription factor binding in the C_3_ grass *B. distachyon* with three C_4_ species provides insight into mechanisms associated with the evolution of C_4_ photosynthesis. For all four grasses, irrespective of whether they used C_3_ or C_4_ photosynthesis, the most abundant DNA motifs bound by transcription factors were similar. Thus, motifs recognized by the AP2-EREBP and MYB classes of transcription factor were most commonly bound across each genome. This indicates that during the evolution of C_4_ photosynthesis, there has been relatively little alteration to the most abundant classes of transcription factors that bind DNA.

The repeated evolution of the C_4_ pathway has frequently been associated with convergent evolution (Sage, 2004; Sage et al., 2012). However, parallel alterations to amino acid and nucleotide sequences that allow altered kinetics of the C_4_ enzymes (Christin et al., 2007; Christin and Osborne, 2014) and patterning of C_4_ gene expression (Brown et al., 2011), respectively, have also been reported. The genome-wide analysis of transcription factor binding reported here indicates that only a small proportion of the C_4_ cistrome is associated with parallel evolution. These estimates regarding conservation between C_4_ and C_3_ species may represent underestimates, because while nuclei were all sampled in the light, those from *B. distachyon* were sampled later in the photoperiod. Moreover, when orthologous genes were compared between the four grasses assessed here, the majority of transcription factor binding sites were not conserved, and of the DGFs that were conserved, position within orthologous genes varied. This indicates that C_4_ photosynthesis in grasses is tolerant to a rapid turnover of the *cis*-code and that when motifs are conserved in sequence, their position and frequency within a gene can vary. It therefore appears that the cell-specific accumulation patterns of C_4_ proteins can be maintained despite considerable modifications to the cistrome of C_4_ leaves. It was also the case that some conserved motifs bound by transcription factors in the C_4_ species were present in *B. distachyon*, which uses the ancestral C_3_ pathway. Previous work has shown that *cis*-elements used in C_4_ photosynthesis can be found in gene orthologs from C_3_ species (Williams et al., 2016; Reyna-Llorens et al., 2018). However, these previous studies identified *cis*-elements that were conserved in both sequence and position. As it is now clear that such conserved motifs are mobile within a gene, it seems likely that many more examples of ancient *cis*-elements important in C_4_ photosynthesis will be found in C_3_ plants.

Although we were able to detect a small number of transcription factor binding sites that were conserved and occupied in all four species sampled, these ancient hyperconserved motifs appear to have played a role in the evolution of C_4_ photosynthesis. Interestingly, a large proportion of these motifs bound by transcription factors were found in coding sequences, and this bias was particularly noticeable in bundle-sheath cells. Due to the amino acid code, the rate of mutation of coding sequence compared with the genome is restricted. If such regions have a longer half-life than transcription factor binding sites in other regions of the genome, then they may represent an excellent source of raw material for the repeated evolution of complex traits (Martin and Orgogozo, 2013). Our data documenting the frequent use of hyperconserved DGFs in the C_4_ bundle sheath imply that this tissue may use an ancient and highly conserved regulatory code. It appears that during the evolution of the C_4_ pathway, which relies on heavy use of the bundle sheath, this ancient code has been coopted to control photosynthesis gene expression.

In summary, the data provide a transcription factor binding atlas for leaves of grasses using either C_3_ or C_4_ photosynthesis. While we did not achieve DGF saturation in maize, commonalities between the four species were apparent. Sequences bound by transcription factors were found within genes as well as promoter regions, and many of these motifs represent duons. In terms of the regulation of tissue-specific gene expression, while bundle-sheath strands and whole C_4_ leaves shared considerable similarity in regions of DNA accessible to transcription factors, the short sequences actually bound by transcription factors varied dramatically. We identified a small number of transcription factor motifs that were conserved in these species. The data also provide insight into the regulatory architecture associated with C_4_ photosynthesis more specifically. While we found some evidence that multiple genes important for C_4_ photosynthesis share common *cis*-elements bound by transcription factors, this was not widespread. This may well relate to the relatively rapid turnover in the *cis*-code, and so it is possible that transcription factors interacting with these motifs are more conserved. Analysis of transcription factor footprints in specific cell types from leaves of C_3_ grasses should in the future provide insight into the extent to which gene regulatory networks have altered during the transition from C_3_ to C_4_ photosynthesis.

## METHODS

### Growth Conditions and Isolation of Nuclei

*Sorghum bicolor*, *Setaria italica*, and *Zea mays* were grown under controlled conditions at the Plant Growth Facilities of the Department of Plant Sciences at the University of Cambridge in a chamber set to 12 h/12 h light/dark, 28°C light/20°C dark, 400 µmol m^−2^ s^−1^ photon flux density from metal halide 400-W light bulbs, and 60% humidity. For germination, *S. bicolor* and *Z. mays* seeds were imbibed in water for 48 h, and *S. italica* seeds were incubated on wet filter paper at 30°C overnight in the dark. *Z. mays*, *S. bicolor*, and *S. italica* were grown on 3:1 (v/v) M3 compost:medium vermiculite mixture, with a thin covering of soil. Seedlings were hand watered.

*Brachypodium distachyon* plants were grown in a separate growth facility under controlled conditions optimized for its growth at the Sainsbury Laboratory at Cambridge University, first under short-day conditions (14 h/10 h light/dark for 2 weeks) and then shifted to long-day conditions (20 h/4 h light/dark for 1 week), and harvested at Zeitgeber time 20. Temperature was set at 20°C, humidity at 65%, and light intensity at 350 µmol m^−2^ s^−1^. All tissue was harvested from August to October 2015.

To isolate nuclei from *S. bicolor*, *Z. mays*, and *S. italica*, mature third and fourth leaves with a fully developed ligule were harvested 4 to 6 h into the light cycle 18 d after germination. Bundle-sheath cells were mechanically isolated as described previously by Markelz et al. (2003). At least 3 g of tissue was used for each extraction. Nuclei were isolated using a sucrose gradient adapted and yield quantified using a hemocytometer. For *B. distachyon*, plants were flash-frozen and material was pulverized in a coffee grinder. Three grams of plant material was added to 45 mL of nuclei isolation buffer (10 mM Tris-HCl, 0.2 M Suc, and 0.01% [v/v] Triton X-100, pH 5.3, containing protease inhibitors [Sigma-Aldrich]) and incubated at 4°C on a rotating wheel for 5 min, after which debris was removed by sieving through two layers of Miracloth (Millipore) into precooled flasks. Nuclei were spun down at 2862*g* at 4°C for 20 min. Plastids were lysed by adding Triton X-100 to a final concentration of 0.3% (v/v) and incubated for 15 min on ice. Nuclei were pelleted by centrifugation at 4500*g* at 4°C for 15 min. Pellets were washed three times with chilled nuclei isolation buffer.

### Deproteinized DNA Extraction

For isolation of deproteinated DNA from *S. bicolor*, *Z. mays*, *B. distachyon*, and *S. italica*, mature third and fourth leaves with a fully developed ligule were harvested 4 h into the light cycle 18 d after germination. A total of 100 mg of tissue was used for each extraction. Deproteinated DNA was extracted using a DNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions.

### DNaseI Digestion, Sequencing, and Library Preparation

To obtain sufficient DNA, each biological replicate consisted of leaves from tens of individuals, and to conform to standards set by the Human Genome Project, at least two biological replicates were sequenced for each sample. A total of 2 × 10^8^ freshly extracted nuclei were resuspended at 4°C in digestion buffer (15 mM Tris-HCl, 90 mM NaCl, 60 mM KCl, 6 mM CaCl_2_, 0.5 mM spermidine, 1 mM EDTA, and 0.5 mM EGTA, pH 8.0). DNaseI (Fermentas) at 7.5 units was added to each tube and incubated at 37°C for 3 min. Digestion was arrested with the addition of a 1:1 volume of stop buffer (50 mM Tris-HCl, 100 mM NaCl, 0.1% [w/v] SDS, 100 mM EDTA, pH 8.0, 1 mM spermidine, 0.3 mM spermine, and 40 µg/mL RNase A) and incubated at 55°C for 15 min. Fifty units of proteinase K was added, and samples were incubated at 55°C for 1 h. DNA was isolated with 25:24:1 phenol:chloroform:isoamyl alcohol (Ambion) followed by ethanol precipitation. Fragments from 50 to 550 bp were selected using agarose gel electrophoresis. The extracted DNA samples were quantified fluorometrically with a Qubit 3.0 Fluorometer (Life Technologies), and a total of 10 ng of digested DNA (200 pg/L) was used for library construction.

Initial sample quality control of prefragmented DNA was assessed using a Tapestation DNA 1000 High Sensitivity Screen Tape (Agilent). Sequencing-ready libraries were prepared using the Hyper Prep DNA Library preparation kit (Kapa Biosystems) selecting fragments from 70 to 350 bp for optimization (He et al., 2014) and indexed for pooling using NextFlex DNA barcoded adapters (Bioo Scientific). To reduce bias due to amplification of DNA fragments by the PCR, as recommended by the manufacturers, a low number of cycles (17 cycles) was used. Libraries were quantified using a Tapestation DNA 1000 Screen Tape and by qPCR using an Next Generation Sequencing Library Quantification Kit (KAPA Biosystems) on an AriaMx qPCR system (Agilent) and then normalized, pooled, diluted, and denatured for sequencing on the NextSeq 500 (Illumina). The main library was spiked at 10% with the PhiX control library (Illumina). Sequencing was performed using Illumina NextSeq in the Departments of Biochemistry and Pathology at the University of Cambridge with 2× 75 cycles of sequencing. For the deproteinized DNaseI-seq experiments, 1 µg of deproteinized DNA was resuspended in 1 mL of digestion buffer (15 mM Tris-HCl, 90 mM NaCl, 60 mM KCl, 6 mM CaCl_2_, 0.5 mM spermidine, 1 mM EDTA, and 0.5 mM EGTA, pH 8.0). DNaseI (Fermentas) at 2.5 units was added to each tube and incubated at 37°C for 2 min. Digestion was arrested with the addition of a 1:1 volume of stop buffer (50 mM Tris-HCl, 100 mM NaCl, 0.1% [w/v] SDS, 100 mM EDTA, pH 8.0, 1 mM spermidine, 0.3 mM spermine, and 40 µg/mL RNase A) and incubated at 55°C for 15 min. Fifty units of proteinase K was added, and samples were incubated at 55°C for 1 h. DNA was isolated by mixing with 1 mL of 25:24:1 phenol:chloroform:isoamyl alcohol (Ambion) and spun for 5 min at 15,700*g* followed by ethanol precipitation of the aqueous phase. Samples were then size-selected (50–400 bp) using agarose gel electrophoresis. The extracted DNA samples were quantified fluorometrically using a Qubit 3.0 Fluorometer (Life Technologies), and a total of 1 ng of digested DNA was used for library construction. Sequencing-ready libraries were prepared using a KAPA Hyper Prep Kit (KAPA Biosystems) according to the manufacturer’s instructions. To reduce bias due to amplification of DNA fragments by the PCR, as recommended by the manufacturers, 17 cycles were used. The quality of the libraries was checked using a Bioanalyzer High Sensitivity DNA Chip (Agilent Technologies). Libraries were quantified with a Qubit 3.0 Fluorometer (Life Technologies) and qPCR using an Next Generation Sequencing Library Quantification Kit (KAPA Biosystems) and then normalized, pooled, diluted, and denatured for paired end sequencing using high-output 150-cycle run (2× 75-bp reads). Sequencing was performed using NextSeq 500 (Illumina) in the Sainsbury Laboratory at the University of Cambridge with 2× 75 cycles of sequencing.

### DNaseI-Seq Data Processing

Genome sequences were downloaded from Phytozome (v10; Goodstein et al., 2012). The following genome assemblies were used: Bdistachyon_283_assembly_v2.0, Sbicolor_255_v2.0, Sitalica_164_v2, and Zmays_284_AGPv3. Due to the lack of guidelines for DNaseI-seq experiments in plants, we followed the guidelines from ENCODE3. Reads were mapped to genomes using bowtie2 (Langmead and Salzberg, 2012) and processed using samtools (Li et al., 2009) to remove those with a MAPQ score < 42. DHSs were called using MACS2 (Feng et al., 2012), and the final set of peak calls were determined using the irreproducible discovery rate (Li and Dewey, 2011), calculated using the script batch_consistency_analysis.R (https://github.com/modENCODE-DCC/Galaxy/blob/master/modENCODE_DCC_tools/idr/batch-consistency-analysis.r). The irreproducible discovery rate framework adapted from the ENCODE3 pipeline (Marinov et al., 2014; https://sites.google.com/site/anshulkundaje/projects/idr) aims to measure the reproducibility of findings by identifying the point (threshold) at which peaks are no longer consistent across replicates.

### Quality Metrics and Identification of DGFs

The SPOT score (number of a subsample of mapped reads [5M] in DHSs/total number of subsampled, mapped reads [5M]; John et al., 2011) was calculated using BEDTools (Quinlan and Hall, 2010) to determine the number of mapped reads possessing at least 1 bp of overlap with a DHS site. Normalized strand cross-correlation coefficient and relative strand cross-correlation coefficient scores were calculated using SPP (Kharchenko et al., 2008), and PCR bottleneck coefficient was calculated using BEDTools. To account for cutting bias associated with the DNaseI enzyme, DNaseI-seq on naked DNA was performed. These data were used to generate background signal profiles and calculate the footprint log-likelihood ratio for each footprint using the R package MixtureModel (Yardımcı et al., 2014), such that those with low log-likelihood ratios (<0) were removed. DGFs were identified using Wellington (Piper et al., 2013), and differential DGFs were identified using Wellington bootstrap (Piper et al., 2015).

### Data Visualization

DHS and DGF sequences were loaded into and visualized in the Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013) and figures produced in Inkscape; plots were generated with the R package ggplot2 (Wickham, 2010) and figures depicting conservation of DGFs or motifs between orthologous sequences were generated using genoplotR (Guy et al., 2010). Word clouds were created with the wordcloud R package (Fellows, 2012). TreeView images were produced by processing DGF data using dnase_to_javatreeview.py from pyDNase (Piper et al., 2013, 2015) and loaded into TreeView (Saldanha, 2004). Average cut density plots were generated using the script dnase_average_profile.py from pyDNase. Genomic features were annotated and distribution calculated using PAVIS (Huang et al., 2013) and plotted using ggplot2. For each gene, promoter regions were defined as sequence 2000 bp upstream of the transcriptional start site, and downstream regions were defined as 1000 bp subsequent to the transcription termination site. C_4_, C_2_, and Calvin-Benson-Bassham cycle gene orthologs were selected on the basis of transcript abundance from previous studies (Chang et al., 2012; John et al., 2014; Emms et al., 2016). Circular plots showing the distribution of ChIP-seq peaks, DHSs, and DGFs across the maize genome were generated using the R package circlize (Gu et al., 2014).

### DNase Cutting Bias Calculations and ChIP-Seq Analysis

After sequencing, the number of DNA 6-mers centered at each DNase cleavage site (between third and fourth bases) was counted and normalized by the total number of counts. Next, DNA 6-mer frequencies were normalized by the frequencies of each DNA 6-mer in the genome. The resulting background signal profile was used as input in the FootprintMixture.R package (https://ohlerlab.mdc-berlin.de/software/FootprintMixture_109/; Supplemental Figure 2).

ChIP-seq peaks from 117 transcription factors were obtained from the prerelease maize cistrome data collection (http://www.epigenome.cuhk.edu.hk/C3C4.html). Permutation tests between ChIP peaks and DHSs or DGFs were performed using regioneR (Gel et al., 2016) using 100 permutations.

### De Novo Motif Prediction, Motif Scanning, and Enrichment Testing

De novo motif prediction was performed using findMotifsGenome.pl script from the HOMER suite (Heinz et al., 2010) using DGFs as input together with the reference genome sequence for each species. Motif scanning was performed using FIMO (Grant et al., 2011) with default parameters. To determine overrepresentation of transcription factor family motifs in samples, hypergeometric tests were performed using R. The distribution of each motif across different genomic features was obtained for each annotated motif by dividing the number of hits in a particular feature by the total number of hits in the genome.

### Whole-Genome Alignments, Pairwise Cross-Mapping of Genomic Features, and Variant Data Processing

To cross-map genomic features between species, mapping files were generated according to http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto using tools from the University of California, Santa Cruz Genome Browser, including trfBig, faToNib, faSize, lavToPsl, faSplit, axtChain, chainNet (Kent et al., 2002), and LASTZ (Harris, 2007). Briefly, whole-genome alignment was performed with LASTZ; matching alignments next to each other were chained together using axtChain, sorted with axtSort, and then netted together to form larger blocks with chainNet. Genomic features were then mapped between genomes using bnMapper (Denas et al., 2015). For the variant analysis on duons, *Z. mays* variant data (Bukowski et al., 2018) was downloaded from https://sites.google.com/site/anshulkundaje/projects/idr/deprecated following instructions. After downloading, vcf files were annotated using SnpEff (Cingolani et al., 2012; https://doi.org/10.4161/fly.19695) with the B73_RefGen_v4 genome assembly specifically to allow identification of nonsynonymous sites. A custom script was used to identify all FFDS in the *Z. mays* genome. This bed file in turn was used to identify which of the synonymous polymorphic sites were FFDS. Each polymorphic site had its allele frequencies calculated. Putative *Z. mays* duons were identified by intersecting (with BEDTools intersect) the final DGFs identified with exonic regions. These duons were then used to extract only those exons within which a duon was found. These exons in turn had the duon regions themselves subtracted to leave the exon region except the duon. This provided the surrounding exonic sequences with which to compare the duons. These two regions were then intersected with the polymorphism data to identify both the number of occurrences and allelic frequencies of polymorphic sites (FFDS and nonsynonymous) within both the duons and their surrounding exonic sequences.

### Accession Numbers

Methods for DNaseI digestion are on protocols.io (10.17504/protocols.io.hdfb23n). Raw sequencing data and processed files are deposited in the Gene Expression Omnibus (GSE97369) and The National Center for Biotechnology Information (PRJNA381532). For full methods, commands, and scripts, as well as processed data to be loaded into a genome browser, see github (https://github.com/hibberd-lab/Burgess-Reyna_llorens-monocot-DNase) and Figshare 10.6084/m9.figshare.7649450.

### Supplemental Data

**Supplemental Figure 1.** DNaseI digestion of nuclei for sequencing.
**Supplemental Figure 2.** Bias in DNaseI-SEQ cleavage.
**Supplemental Figure 3.** Saturation analysis of footprints.
**Supplemental Figure 4.** Genome-wide comparison of DGF and ChIP-SEQ peaks from 117 maize transcription factors.
**Supplemental Figure 5.** Density plot depicting the distribution of DGFs per kilobase (kb) from the transcription start site (TSS) of *S. bicolor*, *Z. mays*, *S. italica* and *B. distachyon* whole leaves.
**Supplemental Figure 6.** Nucleotide proportion of duons and surrounding exons used in the substitution analysis for *Z. mays*.
**Supplemental Figure 7.** Transcript abundance for genes in mesophyll and bundle-sheath cells associated with DHSs and DGFs in *S. bicolor*.
**Supplemental Figure 8.** Differential accessibility of broad regulatory regions in *S. bicolor* is not sufficient for cell preferential gene expression.
**Supplemental Figure 9.** Representation of the C_4_ pathway showing differentially accessible DHSs, DGFs and cell-specific DGFs between whole-leaf (blue) and bundle-sheath (orange) samples in *S. bicolor*.
**Supplemental Figure 10.** Representation of the C_4_ pathway showing differentially accessible DHSs, DGFs and cell-specific DGFs between whole-leaf (blue) and bundle-sheath (orange) samples in *S. italica*.
**Supplemental Figure 11.** Representation of the C_4_ pathway showing differentially accessible DHSs, DGFs and cell-specific DGFs between whole-leaf (blue) and bundle-sheath (orange) samples in *Z. mays*.
**Supplemental Data Set 1.** Summary of DNaseI-SEQ quality metrics.
**Supplemental Data Set 2.** Summary statistics for genomic features identified in whole-leaf samples.
**Supplemental Data Set 3.** DNaseI cutting bias calculation summary for whole-leaf and bundle-sheath data.
**Supplemental Data Set 4.** Transcription factors included in the ChIP-SEQ data analysis.
**Supplemental Data Set 5.** Summary statistics of DNaseI-SEQ analysis of bundle-sheath samples
**Supplemental Data Set 6.** Summary statistics of overlap between DHSs in whole-leaf and bundle-sheath samples.
**Supplemental Data Set 7.** Summary statistics of overlap between DGFs in whole-leaf and bundle-sheath samples.
**Supplemental Data Set 8.** Summary statistics for differential digital genomic footprint calling.
**Supplemental Data Set 9.** Motifs mapped to genes of the C_4_, CBB and C_2_ cycles in *Z. mays*, *S. bicolor*, *S. italica* for whole-leaf and bundle-sheath samples and in *B. distachyon* for whole-leaf samples.
**Supplemental Data Set 10.** Hypergeometric tests for enrichment of individual motifs in *Z. mays*, *S. bicolor*, *S. italica* for whole-leaf and bundle-sheath samples.
**Supplemental Data Set 11.** Hypergeometric tests for enrichment of cell-specific individual motifs in *Z. mays*, *S. bicolor*, *S. italica* for whole-leaf and bundle-sheath samples.
**Supplemental Data Set 12.** Number of genes in C_4_, CBB and C_2_ cycles annotated with a given motif in *Z. mays*, *S. italica*, *S. bicolor* and *B. distachyon*.
**Supplemental Data Set 12.** Statistics for cross mapping of genomic features between *S. bicolor*, *S. italica*, *Z. mays* and *B. distachyon*.
**Supplemental Data Set 13.** DGFs conserved and occupied in *Z. mays*, *S. bicolor*, *S. italica* for whole-leaf and bundle-sheath samples and in *B. distachyon* for whole-leaf samples.
**Supplemental Data Set 14.** DGFs in C_4_ genes that are conserved between *Z. mays* and *S. bicolor*.
**Supplemental Data Set 15.** DGFs conserved in all four species.
**Supplemental Data Set 16.** Gene Ontology analysis on hyper-conserved DGFs in whole-leaf samples of *S. italica*, *S. bicolor*, *Z. mays* and *B. distachyon*.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

DHS Gramene: LOC_Os02g45780
DHS Araport: LOC_Os02g45780

SDS Gramene: AT1G14750
SDS Araport: AT1G14750

dna Gramene: EO:0007532
dna Araport: EO:0007532

## References

[bib1] Bauwe, H., Hagemann, M., Fernie, A.R. (2010). Photorespiration: Players, partners and origin. Trends Plant Sci. 15: 330–336.2040372010.1016/j.tplants.2010.03.006

[bib2] Bolduc, N., Hake, S. (2009). The maize transcription factor KNOTTED1 directly regulates the gibberellin catabolism gene *ga2ox1*. Plant Cell 21: 1647–1658.1956770710.1105/tpc.109.068221PMC2714931

[bib3] Bolduc, N., Yilmaz, A., Mejia-Guerra, M.K., Morohashi, K., O’Connor, D., Grotewold, E., Hake, S. (2012). Unraveling the KNOTTED1 regulatory network in maize meristems. Genes Dev. 26: 1685–1690.2285583110.1101/gad.193433.112PMC3418586

[bib4] Borba, A.R., Serra, T.S., Górska, A., Gouveia, P., Cordeiro, A.M., Reyna-Llorens, I., Knerová, J., Barros, P.M., Abreu, I.A., Oliveira, M.M., Hibberd, J.M., Saibo, N.J.M. (2018). Synergistic binding of bHLH transcription factors to the promoter of the maize NADP-ME gene used in C4 photosynthesis is based on an ancient code found in the ancestral C3 state. Mol. Biol. Evol. 35: 1690–1705.2965997510.1093/molbev/msy060PMC5995220

[bib5] Bowes, G., Ogren, W.L., Hageman, R.H. (1971). Phosphoglycolate production catalyzed by ribulose diphosphate carboxylase. Biochem. Biophys. Res. Commun. 45: 716–722.433147110.1016/0006-291x(71)90475-x

[bib6] Brown, N.J., Newell, C.A., Stanley, S., Chen, J.E., Perrin, A.J., Kajala, K., Hibberd, J.M. (2011). Independent and parallel recruitment of preexisting mechanisms underlying C_4_ photosynthesis. Science 331: 1436–1439.2141535110.1126/science.1201248

[bib7] Bukowski, R., . (2018). Construction of the third-generation *Zea mays* haplotype map. Gigascience 7: 1–12.10.1093/gigascience/gix134PMC589045229300887

[bib8] Chang, Y.M., Liu, W.Y., Shih, A.C.C., Shen, M.N., Lu, C.H., Lu, M.Y.J., Yang, H.W., Wang, T.Y., Chen, S.C., Chen, S.M., Li, W.H., Ku, M.S. (2012). Characterizing regulatory and functional differentiation between maize mesophyll and bundle sheath cells by transcriptomic analysis. Plant Physiol. 160: 165–177.2282931810.1104/pp.112.203810PMC3440195

[bib9] Christin, P.A., Osborne, C.P. (2014). The evolutionary ecology of C_4_ plants. New Phytol. 204: 765–781.2526384310.1111/nph.13033

[bib10] Christin, P.A., Salamin, N., Savolainen, V., Duvall, M.R., Besnard, G. (2007). C_4_ photosynthesis evolved in grasses via parallel adaptive genetic changes. Curr. Biol. 17: 1241–1247.1761428210.1016/j.cub.2007.06.036

[bib11] Cingolani, P., Platts, A., Wang, L., Coon, M., Nguyen, T., Wang, L., Land, S.J., Lu, X., Ruden, D.M. (2012). A program for annotating and predicting the effects of single nucleotide polymorphisms, SnpEff: SNPs in the genome of *Drosophila melanogaster* strain w1118; iso-2; iso-3. Fly (Austin) 6: 80–92.2272867210.4161/fly.19695PMC3679285

[bib12] Cornejo, M.-J., Luth, D., Blankenship, K.M., Anderson, O.D., Blechl, A.E. (1993). Activity of a maize ubiquitin promoter in transgenic rice. Plant Mol. Biol. 23: 567–581.821909110.1007/BF00019304

[bib13] Covshoff, S., Furbank, R.T., Leegood, R.C., Hibberd, J.M. (2013). Leaf rolling allows quantification of mRNA abundance in mesophyll cells of sorghum. J. Exp. Bot. 64: 807–813.2307720310.1093/jxb/ers286

[bib14] Deal, R.B., Henikoff, S. (2011). The INTACT method for cell type-specific gene expression and chromatin profiling in *Arabidopsis thaliana*. Nat. Protoc. 6: 56–68.2121278310.1038/nprot.2010.175PMC7219316

[bib15] de Lucas, M., Pu, L., Turco, G., Gaudinier, A., Morao, A.K., Harashima, H., Kim, D., Ron, M., Sugimoto, K., Roudier, F., Brady, S.M. (2016). Transcriptional regulation of Arabidopsis Polycomb Repressive Complex 2 coordinates cell-type proliferation and differentiation. Plant Cell 28: 2616–2631.2765033410.1105/tpc.15.00744PMC5134969

[bib16] Denas, O., Sandstrom, R., Cheng, Y., Beal, K., Herrero, J., Hardison, R.C., Taylor, J. (2015). Genome-wide comparative analysis reveals human-mouse regulatory landscape and evolution. BMC Genomics 16: 87.2576571410.1186/s12864-015-1245-6PMC4333152

[bib17] Emms, D.M., Covshoff, S., Hibberd, J.M., Kelly, S. (2016). Independent and parallel evolution of new genes by gene duplication in two origins of C4 photosynthesis provides new insight into the mechanism of phloem loading in C4 species. Mol. Biol. Evol. 33: 1796–1806.2701602410.1093/molbev/msw057PMC4915358

[bib18] Eveland, A.L., . (2014). Regulatory modules controlling maize inflorescence architecture. Genome Res. 24: 431–443.2430755310.1101/gr.166397.113PMC3941108

[bib19] Fellows, I. (2012). wordcloud: Word clouds. R Package; version 2: 109. https://cran.r-project.org/web/packages/wordcloud/wordcloud.pdf.

[bib20] Feng, J., Liu, T., Qin, B., Zhang, Y., Liu, X.S. (2012). Identifying ChIP-seq enrichment using MACS. Nat. Protoc. 7: 1728–1740.2293621510.1038/nprot.2012.101PMC3868217

[bib21] Furbank, R.T. (2011). Evolution of the C_4_ photosynthetic mechanism: Are there really three C_4_ acid decarboxylation types? J. Exp. Bot. 62: 3103–3108.2151190110.1093/jxb/err080

[bib22] Furbank, R.T., Stitt, M., Foyer, C.H. (1985). Intercellular compartmentation of sucrose synthesis in leaves of *Zea mays* L. Planta 164: 172–178.2424955810.1007/BF00396079

[bib23] Gel, B., Díez-Villanueva, A., Serra, E., Buschbeck, M., Peinado, M.A., Malinverni, R. (2016). regioneR: An R/Bioconductor package for the association analysis of genomic regions based on permutation tests. Bioinformatics 32: 289–291.2642485810.1093/bioinformatics/btv562PMC4708104

[bib24] Giuliano, G., Pichersky, E., Malik, V.S., Timko, M.P., Scolnik, P.A., Cashmore, A.R. (1988). An evolutionarily conserved protein binding sequence upstream of a plant light-regulated gene. Proc. Natl. Acad. Sci. USA 85: 7089–7093.290262410.1073/pnas.85.19.7089PMC282129

[bib25] Goodstein, D.M., Shu, S., Howson, R., Neupane, R., Hayes, R.D., Fazo, J., Mitros, T., Dirks, W., Hellsten, U., Putnam, N., Rokhsar, D.S. (2012). Phytozome: A comparative platform for green plant genomics. Nucleic Acids Res. 40: D1178–D1186.2211002610.1093/nar/gkr944PMC3245001

[bib26] Gowik, U., Burscheidt, J., Akyildiz, M., Schlue, U., Koczor, M., Streubel, M., Westhoff, P. (2004). *cis*-Regulatory elements for mesophyll-specific gene expression in the C_4_ plant *Flaveria trinervia*, the promoter of the C_4_ *phosphoenolpyruvate carboxylase* gene. Plant Cell 16: 1077–1090.1510039810.1105/tpc.019729PMC423201

[bib27] Grant, C.E., Bailey, T.L., Noble, W.S. (2011). FIMO: Scanning for occurrences of a given motif. Bioinformatics 27: 1017–1018.2133029010.1093/bioinformatics/btr064PMC3065696

[bib28] Gu, Z., Gu, L., Eils, R., Schlesner, M., Brors, B. (2014). circlize implements and enhances circular visualization in R. Bioinformatics 30: 2811–2812.2493013910.1093/bioinformatics/btu393

[bib29] Guy, L., Kultima, J.R., Andersson, S.G.E. (2010). genoPlotR: Comparative gene and genome visualization in R. Bioinformatics 26: 2334–2335.2062478310.1093/bioinformatics/btq413PMC2935412

[bib30] Harris, R.S. (2007). Improved Pairwise Alignment of Genomic DNA. PhD dissertation (State College, PA: Pennsylvania State University).

[bib31] Hatch, M.D. (1987). C_4_ photosynthesis: A unique blend of modified biochemistry, anatomy and ultrastructure. Biochim. Biophys. Acta Rev. Bioenerg. 895: 81–106.

[bib32] He, H.H., Meyer, C.A., Hu, S.S., Chen, M.W., Zang, C., Liu, Y., Rao, P.K., Fei, T., Xu, H., Long, H., Liu, X.S., Brown, M. (2014). Refined DNase-seq protocol and data analysis reveals intrinsic bias in transcription factor footprint identification. Nat. Methods 11: 73–78.2431725210.1038/nmeth.2762PMC4018771

[bib33] Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell 38: 576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[bib34] Hesselberth, J.R., Chen, X., Zhang, Z., Sabo, P.J., Sandstrom, R., Reynolds, A.P., Thurman, R.E., Neph, S., Kuehn, M.S., Noble, W.S., Fields, S., Stamatoyannopoulos, J.A. (2009). Global mapping of protein-DNA interactions in vivo by digital genomic footprinting. Nat. Methods 6: 283–289.1930540710.1038/nmeth.1313PMC2668528

[bib35] Hibberd, J.M., Covshoff, S. (2010). The regulation of gene expression required for C_4_ photosynthesis. Annu. Rev. Plant Biol. 61: 181–207.2019275310.1146/annurev-arplant-042809-112238

[bib36] Hibberd, J.M., Sheehy, J.E., Langdale, J.A. (2008). Using C4 photosynthesis to increase the yield of rice-rationale and feasibility. Curr. Opin. Plant Biol. 11: 228–231.1820365310.1016/j.pbi.2007.11.002

[bib37] Huang, W., Loganantharaj, R., Schroeder, B., Fargo, D., Li, L. (2013). PAVIS: A tool for Peak Annotation and Visualization. Bioinformatics 29: 3097–3099.2400841610.1093/bioinformatics/btt520PMC3834791

[bib38] Jeon, J.-S., Lee, S., Jung, K.-H., Jun, S.-H., Kim, C., An, G. (2000). Tissue-preferential expression of a rice α-tubulin gene, *OsTubA1*, mediated by the first intron. Plant Physiol. 123: 1005–1014.1088924910.1104/pp.123.3.1005PMC59063

[bib39] John, C.R., Smith-Unna, R.D., Woodfield, H., Covshoff, S., Hibberd, J.M. (2014). Evolutionary convergence of cell-specific gene expression in independent lineages of C4 grasses. Plant Physiol. 165: 62–75.2467685910.1104/pp.114.238667PMC4012605

[bib40] John, S., Sabo, P.J., Thurman, R.E., Sung, M.-H., Biddie, S.C., Johnson, T.A., Hager, G.L., Stamatoyannopoulos, J.A. (2011). Chromatin accessibility pre-determines glucocorticoid receptor binding patterns. Nat. Genet. 43: 264–268.2125834210.1038/ng.759PMC6386452

[bib41] Jordan, D.B., Ogren, W.L. (1984). The CO_2_/O_2_ specificity of ribulose 1,5-bisphosphate carboxylase/oxygenase: Dependence on ribulosebisphosphate concentration, pH and temperature. Planta 161: 308–313.2425371910.1007/BF00398720

[bib42] Kajala, K., Brown, N.J., Williams, B.P., Borrill, P., Taylor, L.E., Hibberd, J.M. (2012). Multiple Arabidopsis genes primed for recruitment into C_4_ photosynthesis. Plant J. 69: 47–56.2188355610.1111/j.1365-313X.2011.04769.x

[bib43] Kent, W.J., Sugnet, C.W., Furey, T.S., Roskin, K.M., Pringle, T.H., Zahler, A.M., Haussler, D. (2002). The human genome browser at UCSC. Genome Res. 12: 996–1006.1204515310.1101/gr.229102PMC186604

[bib44] Khan, A., . (2018). JASPAR 2018: Update of the open-access database of transcription factor binding profiles and its web framework. Nucleic Acids Res. 46: D260–D266.2914047310.1093/nar/gkx1126PMC5753243

[bib45] Kharchenko, P.V., Tolstorukov, M.Y., Park, P.J. (2008). Design and analysis of ChIP-seq experiments for DNA-binding proteins. Nat. Biotechnol. 26: 1351–1359.1902991510.1038/nbt.1508PMC2597701

[bib46] Kozaki, A., Hake, S., Colasanti, J. (2004). The maize ID1 flowering time regulator is a zinc finger protein with novel DNA binding properties. Nucleic Acids Res. 32: 1710–1720.1502070710.1093/nar/gkh337PMC390334

[bib47] Langmead, B., Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9: 357–359.2238828610.1038/nmeth.1923PMC3322381

[bib48] Leegood, R.C. (1985). The intercellular compartmentation of metabolites in leaves of *Zea mays* L. Planta 164: 163–171.2424955710.1007/BF00396078

[bib49] Li, B., Dewey, C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12: 323.2181604010.1186/1471-2105-12-323PMC3163565

[bib50] Li, C., Qiao, Z., Qi, W., Wang, Q., Yuan, Y., Yang, X., Tang, Y., Mei, B., Lv, Y., Zhao, H., Xiao, H., Song, R. (2015). Genome-wide characterization of cis-acting DNA targets reveals the transcriptional regulatory framework of opaque2 in maize. Plant Cell 27: 532–545.2569173310.1105/tpc.114.134858PMC4558662

[bib51] Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[bib52] Maas, C., Laufs, J., Grant, S., Korfhage, C., Werr, W. (1991). The combination of a novel stimulatory element in the first exon of the maize *Shrunken-1* gene with the following intron 1 enhances reporter gene expression up to 1000-fold. Plant Mol. Biol. 16: 199–207.189309710.1007/BF00020552

[bib53] Maher, K.A., . (2018). Profiling of accessible chromatin regions across multiple plant species and cell types reveals common gene regulatory principles and new control modules. Plant Cell 30: 15–36.2922975010.1105/tpc.17.00581PMC5810565

[bib54] Marinov, G.K., Kundaje, A., Park, P.J., Wold, B.J. (2014). Large-scale quality analysis of published ChIP-seq data. G3 (Bethesda) 4: 209–223.2434763210.1534/g3.113.008680PMC3931556

[bib55] Markelz, N.H., Costich, D.E., Brutnell, T.P. (2003). Photomorphogenic responses in maize seedling development. Plant Physiol. 133: 1578–1591.1464572910.1104/pp.103.029694PMC300715

[bib56] Martin, A., Orgogozo, V. (2013). The loci of repeated evolution: A catalog of genetic hotspots of phenotypic variation. Evolution 67: 1235–1250.2361790510.1111/evo.12081

[bib57] Matsuoka, M., Kyozuka, J., Shimamoto, K., Kano-Murakami, Y. (1994). The promoters of two carboxylases in a C4 plant (maize) direct cell-specific, light-regulated expression in a C3 plant (rice). Plant J. 6: 311–319.792071910.1046/j.1365-313x.1994.06030311.x

[bib58] Natarajan, A., Yardimci, G.G., Sheffield, N.C., Crawford, G.E., Ohler, U. (2012). Predicting cell-type-specific gene expression from regions of open chromatin. Genome Res. 22: 1711–1722.2295598310.1101/gr.135129.111PMC3431488

[bib59] Neph, S., . (2012). An expansive human regulatory lexicon encoded in transcription factor footprints. Nature 489: 83–90.2295561810.1038/nature11212PMC3736582

[bib60] Niu, X., Helentjaris, T., Bate, N.J. (2002). Maize ABI4 binds coupling element1 in abscisic acid and sugar response genes. Plant Cell 14: 2565–2575.1236850510.1105/tpc.003400PMC151236

[bib61] O’Malley, R.C., Huang, S.C., Song, L., Lewsey, M.G., Bartlett, A., Nery, J.R., Galli, M., Gallavotti, A., Ecker, J.R. (2016). Cistrome and epicistrome features shape the regulatory DNA landscape. Cell 165: 1280–1292.2720311310.1016/j.cell.2016.04.038PMC4907330

[bib62] Pajoro, A., . (2014). Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development. Genome Biol. 15: R41.2458145610.1186/gb-2014-15-3-r41PMC4054849

[bib63] Patel, M., Corey, A.C., Yin, L.P., Ali, S., Taylor, W.C., Berry, J.O. (2004). Untranslated regions from C_4_ amaranth *AhRbcS1* mRNAs confer translational enhancement and preferential bundle sheath cell expression in transgenic C_4_ *Flaveria bidentis*. Plant Physiol. 136: 3550–3561.1548927610.1104/pp.104.051508PMC527154

[bib64] Pautler, M., Eveland, A.L., LaRue, T., Yang, F., Weeks, R., Lunde, C., Je, B.I., Meeley, R., Komatsu, M., Vollbrecht, E., Sakai, H., Jackson, D. (2015). *FASCIATED EAR4* encodes a bZIP transcription factor that regulates shoot meristem size in maize. Plant Cell 27: 104–120.2561687110.1105/tpc.114.132506PMC4330574

[bib65] Piper, J., Elze, M.C., Cauchy, P., Cockerill, P.N., Bonifer, C., Ott, S. (2013). Wellington: A novel method for the accurate identification of digital genomic footprints from DNase-seq data. Nucleic Acids Res. 41: e201.2407158510.1093/nar/gkt850PMC3834841

[bib66] Piper, J., Assi, S.A., Cauchy, P., Ladroue, C., Cockerill, P.N., Bonifer, C., Ott, S. (2015). Wellington-bootstrap: Differential DNase-seq footprinting identifies cell-type determining transcription factors. BMC Genomics 16: 1000.2660866110.1186/s12864-015-2081-4PMC4658755

[bib67] Quinlan, A.R., Hall, I.M. (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842.2011027810.1093/bioinformatics/btq033PMC2832824

[bib68] Reyna-Llorens, I., Burgess, S.J., Reeves, G., Singh, P., Stevenson, S.R., Williams, B.P., Stanley, S., Hibberd, J.M. (2018). Ancient duons may underpin spatial patterning of gene expression in C_4_ leaves. Proc. Natl. Acad. Sci. USA 115: 1931–1936.2943218310.1073/pnas.1720576115PMC5828626

[bib69] Sage, R. (2004). The evolution of C_4_ photosynthesis. New Phytol. 161: 341–370.3387349810.1111/j.1469-8137.2004.00974.x

[bib70] Sage, R.F., Zhu, X.G. (2011). Exploiting the engine of C_4_ photosynthesis. J. Exp. Bot. 62: 2989–3000.2165253310.1093/jxb/err179

[bib71] Sage, R.F., Christin, P.-A., Edwards, E.J. (2011). The C_4_ plant lineages of planet Earth. J. Exp. Bot. 62: 3171–3181.2141495710.1093/jxb/err048

[bib72] Sage, R.F., Sage, T.L., Kocacinar, F. (2012). Photorespiration and the evolution of C_4_ photosynthesis. Annu. Rev. Plant Biol. 63: 19–47.2240447210.1146/annurev-arplant-042811-105511

[bib73] Saldanha, A.J. (2004). Java Treeview: Extensible visualization of microarray data. Bioinformatics 20: 3246–3248.1518093010.1093/bioinformatics/bth349

[bib74] Schäffner, A.R., Sheen, J. (1991). Maize rbcS promoter activity depends on sequence elements not found in dicot rbcS promoters. Plant Cell 3: 997–1012.182299510.1105/tpc.3.9.997PMC160066

[bib75] Sharwood, R.E., Ghannoum, O., Kapralov, M.V., Gunn, L.H., Whitney, S.M. (2016). Temperature responses of Rubisco from Paniceae grasses provide opportunities for improving C_3_ photosynthesis. Nat. Plants 2: 16186.2789294310.1038/nplants.2016.186

[bib76] Sheen, J. (1999). C_4_ gene expression. Annu. Rev. Plant Physiol. Plant Mol. Biol. 50: 187–217.1501220810.1146/annurev.arplant.50.1.187

[bib77] Sparks, E.E., . (2016). Establishment of expression in the SHORTROOT-SCARECROW transcriptional cascade through opposing activities of both activators and repressors. Dev. Cell 39: 585–596.2792377610.1016/j.devcel.2016.09.031PMC5349323

[bib78] Stergachis, A.B., . (2014). Conservation of trans-acting circuitry during mammalian regulatory evolution. Nature 515: 365–370.2540982510.1038/nature13972PMC4405208

[bib79] Stergachis, A.B., Haugen, E., Shafer, A., Fu, W., Vernot, B., Reynolds, A., Raubitschek, A., Ziegler, S., LeProust, E.M., Akey, J.M., Stamatoyannopoulos, J.A. (2013). Exonic transcription factor binding directs codon choice and affects protein evolution. Science 342: 1367–1372.2433729510.1126/science.1243490PMC3967546

[bib80] Sullivan, A.M., . (2014). Mapping and dynamics of regulatory DNA and transcription factor networks in *A. thaliana*. Cell Rep. 8: 2015–2030.2522046210.1016/j.celrep.2014.08.019

[bib81] Taniguchi, M., Izawa, K., Ku, M.S.B., Lin, J.H., Saito, H., Ishida, Y., Ohta, S., Komari, T., Matsuoka, M., Sugiyama, T. (2000). Binding of cell type-specific nuclear proteins to the 5′-flanking region of maize C_4_ phosphoenolpyruvate carboxylase gene confers its differential transcription in mesophyll cells. Plant Mol. Biol. 44: 543–557.1119732810.1023/a:1026565027772

[bib82] Thorvaldsdóttir, H., Robinson, J.T., Mesirov, J.P. (2013). Integrative Genomics Viewer (IGV): High-performance genomics data visualization and exploration. Brief. Bioinform. 14: 178–192.2251742710.1093/bib/bbs017PMC3603213

[bib83] Thurman, R.E., . (2012). The accessible chromatin landscape of the human genome. Nature 489: 75–82.2295561710.1038/nature11232PMC3721348

[bib84] Tolbert, N.E. (1971). Microbodies: Peroxisomes and glyoxysomes. Annu. Rev. Plant Physiol. 22: 45–74.

[bib85] Tsong, A.E., Tuch, B.B., Li, H., Johnson, A.D. (2006). Evolution of alternative transcriptional circuits with identical logic. Nature 443: 415–420.1700650710.1038/nature05099

[bib86] Viret, J.F., Mabrouk, Y., Bogorad, L. (1994). Transcriptional photoregulation of cell-type-preferred expression of maize *rbcS-m3*: 3′ and 5′ sequences are involved. Proc. Natl. Acad. Sci. USA 91: 8577–8581.807892610.1073/pnas.91.18.8577PMC44649

[bib87] Vollbrecht, E., Springer, P.S., Goh, L., Buckler, E.S., IV, Martienssen, R. (2005). Architecture of floral branch systems in maize and related grasses. Nature 436: 1119–1126.1604136210.1038/nature03892

[bib88] Wang, L., Czedik-Eysenberg, A., Mertz, R.A., Si, Y., Tohge, T., Nunes-Nesi, A., Arrivault, S., Dedow, L.K., Bryant, D.W., Zhou, W., Xu, J., Weissmann, S., (2014). Comparative analyses of C₄ and C₃ photosynthesis in developing leaves of maize and rice. Nat. Biotechnol. 32: 1158–1165.2530624510.1038/nbt.3019

[bib89] Wickham, H. (2010). ggplot2: Elegant graphics for data analysis. J. Stat. Softw. 35: 65–68.

[bib90] Williams, B.P., Burgess, S.J., Reyna-Llorens, I., Knerova, J., Aubry, S., Stanley, S., Hibberd, J.M. (2016). An untranslated *cis*-element regulates the accumulation of multiple C_4_ enzymes in *Gynandropsis gynandra* mesophyll cells. Plant Cell 28: 454–465.2677299510.1105/tpc.15.00570PMC4790868

[bib91] Xing, K., He, X. (2015). Reassessing the “duon” hypothesis of protein evolution. Mol. Biol. Evol. 32: 1056–1062.2558259310.1093/molbev/msu409

[bib92] Xu, T., Purcell, M., Zucchi, P., Helentjaris, T., Bogorad, L. (2001). TRM1, a YY1-like suppressor of *rbcS-m3* expression in maize mesophyll cells. Proc. Natl. Acad. Sci. USA 98: 2295–2300.1122623310.1073/pnas.041610098PMC30132

[bib93] Yardımcı, G.G., Frank, C.L., Crawford, G.E., Ohler, U. (2014). Explicit DNase sequence bias modeling enables high-resolution transcription factor footprint detection. Nucleic Acids Res. 42: 11865–11878.2529482810.1093/nar/gku810PMC4231734

[bib94] Yu, C.P., . (2015). Transcriptome dynamics of developing maize leaves and genomewide prediction of *cis* elements and their cognate transcription factors. Proc. Natl. Acad. Sci. USA 112: E2477–E2486.2591841810.1073/pnas.1500605112PMC4434728

[bib95] Zentner, G.E., Henikoff, S. (2014). High-resolution digital profiling of the epigenome. Nat. Rev. Genet. 15: 814–827.2529772810.1038/nrg3798

[bib96] Zhang, T., Marand, A.P., Jiang, J. (2016). PlantDHS: A database for DNase I hypersensitive sites in plants. Nucleic Acids Res. 44: D1148–D1153.2640016310.1093/nar/gkv962PMC4702941

[bib97] Zhang, W., Wu, Y., Schnable, J.C., Zeng, Z., Freeling, M., Crawford, G.E., Jiang, J. (2012a). High-resolution mapping of open chromatin in the rice genome. Genome Res. 22: 151–162.2211004410.1101/gr.131342.111PMC3246202

[bib98] Zhang, W., Zhang, T., Wu, Y., Jiang, J. (2012b). Genome-wide identification of regulatory DNA elements and protein-binding footprints using signatures of open chromatin in Arabidopsis. Plant Cell 24: 2719–2731.2277375110.1105/tpc.112.098061PMC3426110

How the deposited data were processed for this re-analysis (not part of the article)

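DNaseI-seq data of whole leaves from 4 grasses and of bundle-sheath strands from 3 of them were analysed from the authors' processed files. The series has 20 samples, of which 16 are chromatin samples and 4 are deproteinized DNA, 1 per species. The chromatin samples comprise 10 of whole leaf and 6 of bundle sheath. Each was mapped to its tissue, species, and replicate from the sample labels and the methods. The deproteinized DNA served the authors' correction for cutting bias and is not analysed here.

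The authors mapped reads with Bowtie2 to the Phytozome assemblies Bdistachyon_283_assembly_v2.0, Sbicolor_255_v2.0, Sitalica_164_v2, and Zmays_284_AGPv3, filtered them with SAMtools, and called DHSs with MACS2 and the irreproducible discovery rate. The submitters' processing notes name Bowtie2, MACS2, SAMtools, and the build B73 RefGen_v3, without versions. In the deposited DHS lists each region carries a score, a fold enrichment over background (a ratio), and a −log10 p-value and −log10 q-value, all as the authors' peak caller gave them. In the deposited DGF lists each footprint carries the authors' Wellington score, where a more negative value is a stronger footprint, and footprints were called inside DHSs with replicates pooled. The names of the DHSs mark them as peaks of pooled reads, of which the irreproducible discovery rate set the final number from the replicates. The lists of enriched DGFs from Wellington bootstrap hold positions only. Since replicates were combined before deposit, no value here has a replicate error. The lists carry no read depth, and the numbers of reads that the paper states were not used. Likelihood ratios from the naked-DNA correction are not given in the lists used here.

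From these lists, DHSs and DGFs were counted and measured, and lists were intersected with an overlap of at least 1 bp. Positions are printed counting from 1. Shares carry 95% Wilson intervals, which cover counting error over listed intervals only. Neighbouring intervals are not independent, so true uncertainty is wider. The overlap of bundle-sheath with whole-leaf DHSs was compared with 1000 draws in which the whole-leaf DHSs were shifted circularly along each sequence, whose length was taken as the largest position in any list of that species. The overlap of DGFs was compared with 1000 draws in which each bundle-sheath DGF was placed again at random in its DHS. Both tests are one-sided, and 0.001 is the smallest p they can give. Alternatives used 200 draws, for which the smallest p is 0.005, except the joint shift of all bundle-sheath DGFs, which has 92 shifts and a smallest p of 0.011. DHS and DGF counts in 1-Mb bins of the numbered chromosomes were compared by Pearson's r and Spearman's rho with rotation of the bins. Densities were compared between the middle 20% and the outer 40% of each chromosome. Benjamini-Hochberg adjustment was made within each family of tests.

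The regions described by name were fixed before the data were examined. They are the genes whose coordinates Figure 3 prints, the 3 DHSs with the highest score and the 1 longest in each list, and the 3 bins with the most DGFs in each list. The first bin alone is given for bundle sheath. Parts of the Figure 3 regions were assigned to genes from the figure by eye, after the positions of the DHSs in them had been seen. The 4 *TKL* orthologs that the paper names have no coordinates in its text and were not placed. Gene lists by product name, and the distribution of DHSs among genomic features, needed an annotation of the authors' assemblies, which was not used here. The table of gene names at hand is for another *S. bicolor* assembly and gave no names or positions to the lists. No column of another sample was left out (0 columns).

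The overlap tests were tested on simulated data made from the *S. bicolor* whole-leaf lists. Of 20 simulated DHS lists with no relation, 0 gave a p below 0.05, and of 20 with 60% of 39026 DHSs copied, 20 did. For 142108 DGFs the numbers were 1 of 20 without relation and 20 of 20 with 10% of DGFs kept in place. The lists without relation were made by the same shifts and placements as the chance draws. These runs therefore check the computation only. They cannot show false positives from features that real lists share, such as denser chromosome ends. The 6 overlap counts between tissues were checked against BEDTools 2.31.1, and 6 of 6 were equal. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 were used. Alternatives covered the overlap that counts as shared, stricter score thresholds, equal list lengths, sequences, bin widths, and the way the chance level is drawn.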

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

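No test in this part was chosen after its result was seen, although the overall shares and the numbering of the DGF names were known when the tests were set. The share of DHSs that hold a DGF set *Z. mays* apart among the 4 whole-leaf lists. At 55.7% it lay far below the others, of which the nearest, *S. italica*, was at 92.9%. This was the only 1 of 6 measures compared over the 4 lists in which a list stood so far out. For a single measure, chance gives such a gap in about 1 of 20 groups of values drawn alike. With 6 measures compared, at least 1 such gap arises more often than that. The lists come from 4 species and are not such draws, so the gap is a flag and not a test.

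Among technical explanations for this low share, too few reads for the weaker DHSs was tested by the strongest 10% of *Z. mays* whole-leaf DHSs by the authors' score, of which 96.8% held a DGF, as that explanation needs, while of the weakest 10% only 4.40% did, against 82.0% to 91.8% in the other whole-leaf lists, though other explanations allow the same values. Calling of DGFs inside a shorter DHS list was tested by the DHSs past rank 32406, the number implied by the names of the DGFs, and 11.6% of these held a DGF (95% Wilson interval 11.1% to 12.2%), compared with 71.3% up to that rank. The *Z. mays* bundle-sheath list, whose names imply all of its 48888 DHSs, also held a DGF in only 71.4% of them and fell from 98.5% in the strongest to 16.0% in the weakest 10%, so a low share in this species does not need a shorter list, which stays open for the still lower whole-leaf share. There, 1652 DGFs (2.07%) lay outside the deposited *Z. mays* whole-leaf DHSs, while the 6 other lists had 0 outside, and of the *Z. mays* whole-leaf-enriched DGFs in the authors' deposited table 66.7% overlap a listed whole-leaf DGF and 14.1% have its coordinates. The numbers of reads that the paper gives were not used in a test, and a biological difference between species remains open and untested.

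DGFs were listed on the organellar sequences of *Z. mays*, which the paper does not discuss. The mitochondrial sequence carried 72 DGFs in whole leaves and 73 in the bundle sheath, and the plastid sequence 20 and 15. Of the 100 highest-scoring DHSs, 4 in whole leaves and 8 in the bundle sheath were mitochondrial, and 4 and 4 were plastid. That organellar DNA is open along its whole length was tested by the share of each sequence that DHSs cover relative to the numbered chromosomes. This ratio was 0.828 for the mitochondrial and 1.08 for the plastid sequence in whole leaves, and 0.762 and 0.776 in the bundle sheath. A caller that looks for regions above their surroundings leaves evenly cut DNA out, so open organellar DNA cannot be told apart from local accessibility by this test, and no biological explanation was tested.

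The authors' deposited table also lists DGFs enriched in the whole leaf over the bundle sheath, whose numbers the main text of the paper does not state. By the authors' deposited table these are 80079 in *S. bicolor*, 52411 in *S. italica*, and 11483 in *Z. mays*.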

How the results depend on the processing

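No paired analysis was possible because the lists combine the replicates of a tissue and carry no replicate numbers, and for the same reason no replicate could be left out in turn. Of 81 results under an alternative, 71 kept their direction and their side of the threshold or stayed within their interval, none reversed, and 10 moved. Because DGFs were called inside DHSs, the 7 that required the whole DGF inside its DHS could hardly differ. The 14 for each correlation coefficient follow in part from the same calling. The share of bundle-sheath DHSs that overlap a whole-leaf DHS stayed above chance under all 15 species and settings, at 64.2% to 83.7%. The share of bundle-sheath DGFs that overlap a whole-leaf DGF stayed above chance under all 21, at 1.81 times chance or more, with values from 0.138% for identical positions to 27.4% for lists of equal length. The correlations of DHS with DGF counts were 0.65 to 0.99 for Pearson's r and 0.69 to 0.98 for Spearman's rho under 5-Mb and 0.2-Mb bins, with p = 0.005 or less by permutation. With only the upper 50% of the DGF list by the authors' score, the share of DHSs that hold a DGF was 78.3% in *B. distachyon*, 62.3% in whole leaves and 61.2% in the bundle sheath of *S. bicolor*, 60.3% and 68.0% in *S. italica*, and 38.8% and 55.6% in *Z. mays*, since fewer DGFs enter. Requiring shared DHSs to cover at least 50% of each other lowered the share of bundle-sheath-enriched DGFs of the authors' deposited table in shared DHSs to 81.4% in *S. bicolor*, 56.0% in *S. italica*, and 86.7% in *Z. mays*, since fewer DHSs count as shared. The upper 50% of the enriched lists was not run, as they hold no score, nor were the 2 alternatives on genomic features, as no annotation of the assemblies was used. Depth is not given in the lists, so how far it limits the DGF counts was not measured.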

Differences from the paper's values

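The paper's text gives 244554 DGFs in the bundle sheath and the deposited lists hold 452263. No alternative was set before the data were examined for this count, and the lists were counted without the naked-DNA correction that the paper names. The share of DGFs that the paper states this correction removed from each sample is smaller than the gap. If that holds for the bundle sheath, the correction alone would not account for it. Fig. 3B shows about 370000, read by eye.

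The paper names *S. italica* as the species with the smallest share of bundle-sheath DHSs that overlap whole-leaf DHSs. In the deposited lists *Z. mays* had the smallest, 72.7%, with 77.6% in *S. italica*, and *S. bicolor* had the largest, 83.8%, as in the paper. *S. italica* was lowest, at 66.8% against 69.7% in *Z. mays*, when at least 50% of the bundle-sheath DHS had to be covered, and at 64.2% against 65.3% when at least 50% of both had to overlap. It was not lowest under the other alternatives. *Z. mays* was lowest with the upper 50% of each list, at 65.6% against 72.9% in *S. italica*, and on the numbered chromosomes alone, at 72.6% against 77.6%, and *S. bicolor* was lowest with lists of equal length, at 75.8% against 76.1%. The deposited bundle-sheath lists hold 122472 DHSs and the paper gives 129137. Of the *S. italica* enriched DGFs in the authors' deposited table, 11.9% lie outside the deposited bundle-sheath DHSs, against 0 in the other species, so whether the *S. italica* list is the one behind the paper's share is not known.

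The paper reports DGFs at the I-box of *RBCS3* in both tissues and a signal at its HOMO motif that was enriched in the bundle sheath. At the coordinates that Figure 3C prints, read on AGPv3, the deposited lists held 0 DHSs and 0 DGFs in whole leaves and bundle sheath. The figure does not name the assembly of its coordinates. Whether the region searched is the one in the figure is therefore not known. These counts do not show that the lists differ from the paper at this gene.

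The paper describes a pair of DGFs in the whole-leaf DHS of C_4_ *MDH*. The deposited list holds 3, and the bundle-sheath list 0, as in the paper.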

Other observations

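The test of the share of DGFs within 25 bp was chosen only after the result was seen, the other tests of technical explanations were set before, and the other comparisons are descriptions made after the lists had been examined. Many of the DHSs with the strongest signal in *S. bicolor* lay on unplaced sequences. The top 3 DHSs by the authors' score were the same 3 places in both tissues, 2 of them on unplaced sequences, and of the 100 highest-scoring DHSs 69 in whole leaves and 81 in the bundle sheath lay on such sequences, although these held only 1.77% and 1.95% of all DHSs. In *S. italica* the numbers were 7 and 26 of 100. In *Z. mays* unplaced sequences held 1 of the 100 in each tissue.

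The contrast in DGF density between the ends and the middle of chromosomes was milder in the bundle-sheath lists than in the whole-leaf lists. In *S. italica* the outer parts of the chromosomes had 1.59 times as many bundle-sheath DGFs per Mb as the middle 20%, compared with 2.26 times for whole-leaf DGFs, and in *Z. mays* the ratios were 1.90 and 2.14. The corresponding ratios in *S. bicolor* were 7.26 and 8.79. These differences between tissues were not tested, since each tissue has 1 list.

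The low overlap of bundle-sheath with whole-leaf DGFs was weighed against 2 technical explanations. If weak DGFs enter one list or the other by chance, overlap over its chance level should climb steeply with strength, and it was 2.44 times higher in the strongest than in the weakest 10% of DGFs in *S. bicolor*, 2.60 times in *S. italica*, and 1.41 times in *Z. mays*, short of the 3 times set as the mark for it. The mark set against it had to hold in every species and was not met either. Among the strongest 10%, 44.4%, 51.8%, and 14.2% overlapped. These DGFs are the strongest of their own list only, and a whole-leaf partner may still have fallen below the calling threshold. How much of the low overlap weak DGFs account for therefore cannot be told from these values. The other explanation is that the same footprint was called at a shifted position. A shift of a few base pairs would mostly leave an overlap of 1 bp, so only larger shifts can be seen here. Among DGFs without overlap in shared DHSs, 11.3% in *S. bicolor*, 9.47% in *S. italica*, and 6.50% in *Z. mays* had a whole-leaf DGF within 25 bp. Gaps of up to 25 bp therefore do not account for most of them. These shares were 1.09, 0.941, and 1.55 times the chance level. The marks set beforehand, at least 1.5 for it and at most 1.1 against it in every species, were not met, so a small part stays open. A difference between cell types stays open and untested, because without lists of single replicates the overlap within 1 tissue is unknown, and in *Z. mays* the whole-leaf DGF list overlaps 66.7% of the whole-leaf-enriched DGFs in the authors' deposited table.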
